# Two distinct Notch signals, Delta-like 4/Notch1 and Jagged-1/Notch2, antagonistically regulate chemical hepatocarcinogenesis in mice

**DOI:** 10.1038/s42003-022-03013-8

**Published:** 2022-01-21

**Authors:** Yasuhiro Nakano, Sachie Nakao, Minako Sueoka, Daigo Kasahara, Yuri Tanno, Hideaki Sumiyoshi, Tohru Itoh, Atsushi Miyajima, Katsuto Hozumi, Yutaka Inagaki

**Keywords:** Cell signalling, Cancer

## Abstract

Notch signaling is one of the most common drivers of carcinogenesis in many types of cancers, including hepatocellular carcinoma (HCC); however, it occasionally suppresses tumor progression. Moreover, it is virtually unknown how different sets of Notch ligands and receptors regulate the HCC development. In this study, we demonstrate that the expression of the Notch ligands, Delta-like 4 (Dll4) and Jagged-1 (Jag1), is upregulated during diethylnitrosamine-induced hepatocarcinogenesis. Dll4 is detected in the preneoplastic hepatocytes and HCC cells, but not in the normal hepatocytes, while Jag1 is expressed in the desmin-positive mesenchymal cells. Hepatocyte-specific *Dll4* knockout abolishes the Notch1 signaling and suppresses the tumor progression. In contrast, *Jag1* deletion induces the ectopic expression of Dll4 in hepatocytes along with the loss of Notch2 signaling, leading to the tumor progression. These results indicate that the two distinct Notch signals, Dll4/Notch1 and Jag1/Notch2, are antagonistic to each other, exerting opposite effects on HCC progression.

## Abstract (web summary)

Dll4/Notch1 signal promotes the progression of HCC, while Jag1/Notch2 signal antagonistically suppresses it in murine chemical hepatocarcinogenesis. Nakano et al. report that two distinct Notch signals regulate the progression of hepatocellular carcinoma (HCC) using tissue specific loss of function mouse mutants. They find Dll4/Notch1 signal promotes HCC progression, while the Jag1/Notch2 signal antagonistically suppresses it.

## Introduction

Hepatocellular carcinoma (HCC) is the third most common cancer worldwide^1^. In most cases, HCC develops from a pathological background of liver cirrhosis, which is a consequence of liver fibrosis caused by chronic infections with hepatitis viruses (B and C), excessive alcohol intake, and nonalcoholic steatohepatitis. The risk of developing HCC remains even after successful treatment with direct antiviral agents against the hepatitis C virus^2^. In addition, the number of patients with nonalcoholic steatohepatitis, which also leads to the development of liver cirrhosis and HCC, has been increasing in recent years^3^. Therefore, it is an urgent and strong desire to develop effective strategies to suppress the development/progression of HCC in the fibrotic liver. However, the precise molecular mechanisms underlying the pathological correlation between liver fibrosis/cirrhosis and HCC have not yet been elucidated.

Notch signaling is an evolutionarily conserved mechanism for cell-cell communication between adjacent cells^4^. Four Notch receptors (Notch 1, 2, 3, and 4) have been identified in mammalian cells. Notch ligands, including Delta-like 1 (Dll1), Delta-like 4 (Dll4), Jagged-1 (Jag1), and Jagged-2 (Jag2), bind to one or more of the Notch receptors expressed on the cell surface, resulting in proteolysis of the Notch receptor and translocation of the Notch intracellular domain (NICD) into the nucleus. The nuclear NICD later couples with the recombination signal-binding protein for immunoglobulin kappa J and mastermind-like transcriptional co-activator to control the expression of cell differentiation- and proliferation-related genes. Histological analyses of human HCC tissues suggest the potential involvement of Notch signaling in the progression of HCC^5,6^. Although many studies using murine HCC models have reported pathological correlations between HCC and Notch signaling, the specific role of Notch signaling in HCC remains controversial. For instance, overexpression of the Notch1 intracellular domain (NICD1) in hepatocytes promotes the development and progression of HCC^5^. In contrast, it has been reported that the conditional knockout of Notch1 in hepatocytes accelerates the progression of HCC via inactivation of retinoblastoma tumor suppressor pathway^7^. Furthermore, it is virtually unknown which different sets of Notch ligands and receptors promote or suppress the development and/or progression of HCC.

We have previously reported that the expression of Jag1 is upregulated in the activated hepatic stellate cells (HSCs), the major cellular source of collagen and other components of the extracellular matrix in the fibrotic liver. This ligand transduces Notch2 signaling in adjacent hepatocytes, which promotes the regeneration of fibrotic liver by accelerating the dedifferentiation and proliferation of hepatocytes^8^. Other groups have also reported that Jag1-induced Notch signaling contributes to the regeneration of the injured liver^9^. Considering that most HCCs develop from a pathological background of liver cirrhosis, it is important to examine how Jag1/Notch2 and other Notch signals regulate the progression of HCC.

In the present study, we demonstrated that the two Notch ligands, Dll4 and Jag1, exhibit antagonistic functions in the regulation of the progression of HCC. Experiments using a diethylnitrosamine (DEN)-induced hepatocarcinogenesis model^10,11^ showed that the deficiency of Dll4 inactivated Notch1 signaling and suppressed the progression of HCC. In contrast, the deletion of *Jag1* led to the ectopic expression of Dll4 in otherwise non-expressing hepatocytes with a loss of Notch2 signaling, promoting the progression of HCC. These results indicate that the two distinct sets of Notch ligands and receptors exert opposite effects on the progression of HCC. Therefore, the Jag1/Notch2 signal, which suppresses the progression of HCC while promoting the regeneration of the fibrotic liver, could be a potential therapeutic target for chronic liver disease.

## Results

### Notch signaling was activated in a murine experimental hepatocellular carcinoma model

We generated chemically induced HCC by injecting DEN into 3-week-old male mice, as previously reported^10^. Ten months later, tumors of different sizes were observed on the surface of the liver (Fig. 1a). The tumor tissues were composed of hepatocyte nuclear factor 4 alpha (Hnf4α)-positive hepatic lineage cells, which was compatible with histopathological diagnosis of HCC. Hes1, a representative downstream target molecule of Notch signaling, was expressed in Hnf4α-positive HCC cells, but not in the Hnf4α-expressing hepatocytes present in the non-tumorous region (Fig. 1b). Consistent with this immunohistological finding, *Hes1* gene expression levels were significantly higher in the HCC tissues than the non-tumorous regions (Fig. 1c). We then identified the ligand(s) involved in the activation of Notch signaling in HCC. Among the four Notch ligands examined, only Dll4 exhibited significantly higher gene expression levels in HCC tissues than those in the non-tumorous regions (Fig. 1d). In addition, gene expression levels of *Dll4* and *Jag1* (Fig. 1e), but not those of *Dll1* and *Jag2* (Supplementary Fig. 1), were significantly correlated with those of *Hes1* in the tumors. These findings were consistent with the data available in the Gene Expression Profiling Interactive Analysis (GEPIA) database (http://gepia.cancer-pku.cn/) showing the gene expression levels of Notch ligands and their correlation with *Hes1* expression in a large number of human HCC samples (Supplementary Fig. 2). These results suggested that Dll4 and Jag1 may exert common functions in the development and progression of HCC in humans and rodents.

**Fig. 1:**
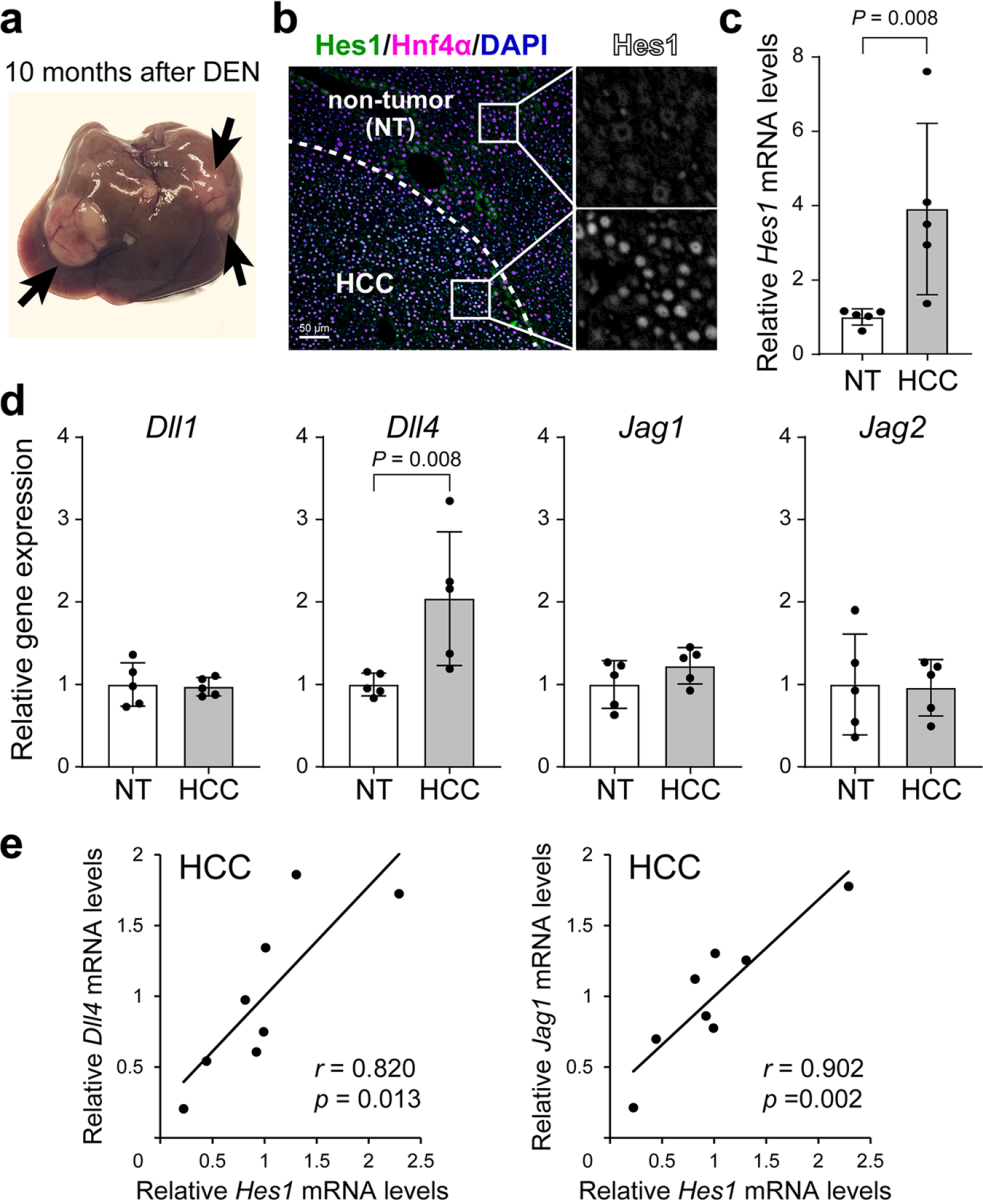
Expression levels of the Notch signal-related genes in diethylnitrosamine (DEN)-induced murine hepatocellular carcinoma (HCC). **a** A macroscopic picture of liver tumors developed 10 months after the administration of DEN. Arrows indicate the tumors observed on the liver surface. **b** DEN-induced HCC tissues were analyzed by immunofluorescent double-staining with anti-Hes1 (*green*) and anti-Hnf4α (*magenta*) antibodies together with 4′,6-diamidino-2-phenylindole (DAPI) nuclear staining (*blue*). Scale bar, 50 μm. **c**, **d** Total RNA isolated from the non-tumorous region (*NT*) and HCC was subjected to quantitative reverse-transcription (RT)-PCR analysis to detect the expression levels of *Hes1* (**c**), *Delta-like 1* (*Dll1*), *Delta-like 4 (Dll4)*, *Jagged-1* (*Jag1*), and *Jagged-2* (*Jag2*) (**d**). The values represent the mean ± standard deviation (SD) from five samples and are expressed relative to the mean value in NT (set as 1.0). **e** Correlations between the amounts of *Hes1* mRNAs and *Dll4* or *Jag1* mRNAs were analyzed using DEN-induced HCC samples obtained from eight male mice.

### Dll4 promoted the proliferation of HCC cells via Notch1 signaling

We then examined the localization of Dll4 and Jag1 proteins in HCC tissues using immunofluorescent staining. According to the expression patterns of Dll4 and Jag1, the HCC tissues were divided into two areas (#1 and #2), which represented the peripheral and intrinsic regions of the tumor, respectively. Dll4 was strongly expressed in HCC cells present in area #1, but was hardily detected in area #2 (Fig. 2a and Supplementary Fig. 3). In contrast, Jag1 was detected in desmin-positive HSCs present in area #2, but not in cancer cells in both areas (Fig. 2a and Supplementary Fig. 3). Regarding Notch receptors, NICD1 was strongly expressed in the nuclei of cancer cells present in area #1, while the expression of Notch2 intracellular domain (NICD2) was rather weak (Fig. 2a). In contrast, NICD2, but not NICD1, was detected in the nuclei of cancer cells in area #2 (Fig. 2a). Notably, HCC cells with strong expression levels of Hes1 were predominantly observed in area #1, and some of these Hes1-expressing cancer cells were stained positive for the cell proliferation marker Ki67 (Fig. 2a). These results suggested that Dll4 promotes the proliferation of cancer cells in the peripheral region via activation of Notch1 signaling.

**Fig. 2:**
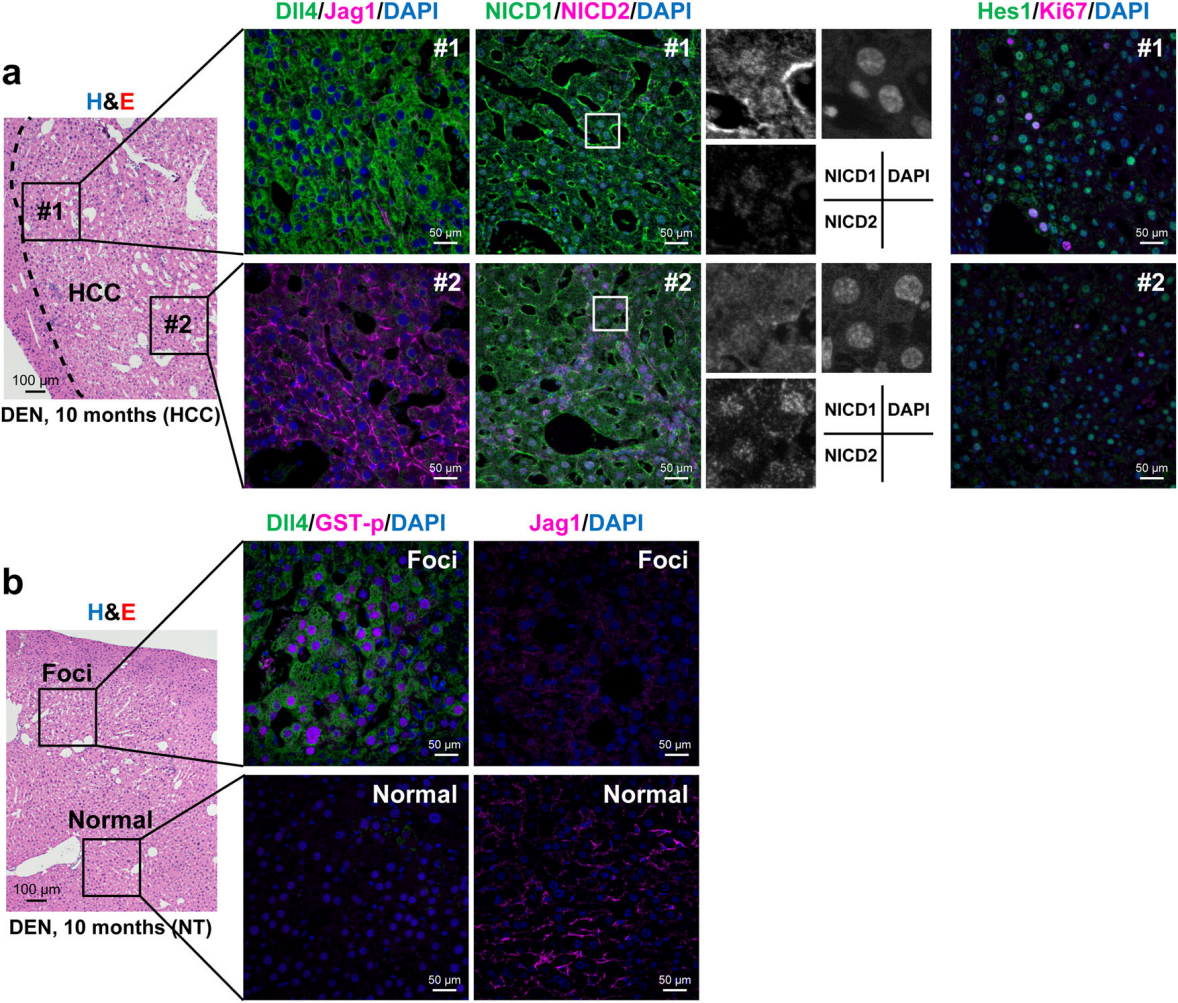
Expression levels of the Notch ligand and receptor proteins in DEN-induced HCC tissues and glutathione S-transferase placental type (GST-p)-positive preneoplastic foci. Sections prepared from HCC tissues (**a**) and preneoplastic foci (**b**) were subjected to hematoxylin and eosin (H&E) staining and immunofluorescent co-staining with antibodies against Dll4, Jag1, Notch1 intracellular domain (NICD1), Notch2 intracellular domain (NICD2), Hes1, Ki67 (a cell proliferation marker molecule), or GST-p together with DAPI nuclear staining. Two representative areas are shown that represent the peripheral (*#1*) and intrinsic (*#2*) regions within the HCC tissues. Normal liver tissues (NT) were also analyzed as controls. Scale bars, 100 μm in H&E staining and 50 μm in immunofluorescent staining.

### Dll4 was expressed within preneoplastic foci of hepatocytes

We also determined the specific point, when the expression of Dll4 was initiated in the process of hepatocarcinogenesis. In the early phase of chemically induced hepatocarcinogenesis, preneoplastic foci are observed within the liver, which are characterized by the presence of glutathione *S*-transferase placental type (GST-p)-positive hepatocytes^12–15^. Immunofluorescent staining revealed that the hepatocytes co-expressing Dll4 and GST-p were observed in the preneoplastic foci, but not in the surrounding non-cancerous liver tissue (Fig. 2b). In contrast, Jag1 was expressed in the mesenchymal cells present in the non-cancerous region, but was hardly detected in the preneoplastic foci (Fig. 2b). These staining patterns were similar to those observed in the peripheral regions of HCC, indicating that Dll4 is a key molecule in the early phase of carcinogenesis in the liver.

### Dll4-induced Notch1 signaling promoted the progression of HCC

To further understand the role of Dll4 in the progression of HCC, we conducted hepatocyte lineage-specific *Dll4* deletion (Dll4-HepKO) including HCC cells. For this purpose, DEN-treated *Dll4*^*loxP*/*loxP*^ male mice, at 10 weeks of age, were injected with adeno-associated virus capsid 8 (AAV8) that expressed the *iCre* gene driven by a hepatocyte-specific promoter (AAV8-LSP-iCre)^16^. Ten months after the administration of DEN, HCC was found to be developed in both Dll4-HepKO mice and control animals (Fig. 3a, b and Supplementary Fig. 4a). However, Dll4-HepKO mice had significantly fewer tumors on the surface of their livers compared to the control mice (Fig. 3c). Furthermore, the mean size of tumors was significantly smaller in Dll4-HepKO mice than in the control animals (Fig. 3d). In Dll4-deficient HCC tissues, the expression levels of NICD1 and Hes1 were remarkably diminished (Fig. 3e). In contrast, *Dll4* deletion did not affect the expression of Jag1 or the activation of Notch2 signaling (Supplementary Fig. 5). Collectively, these results indicated that the expression of Dll4 in hepatocyte-lineage cells activates the Notch1 signaling and promotes the progression of DEN-induced HCC.

**Fig. 3:**
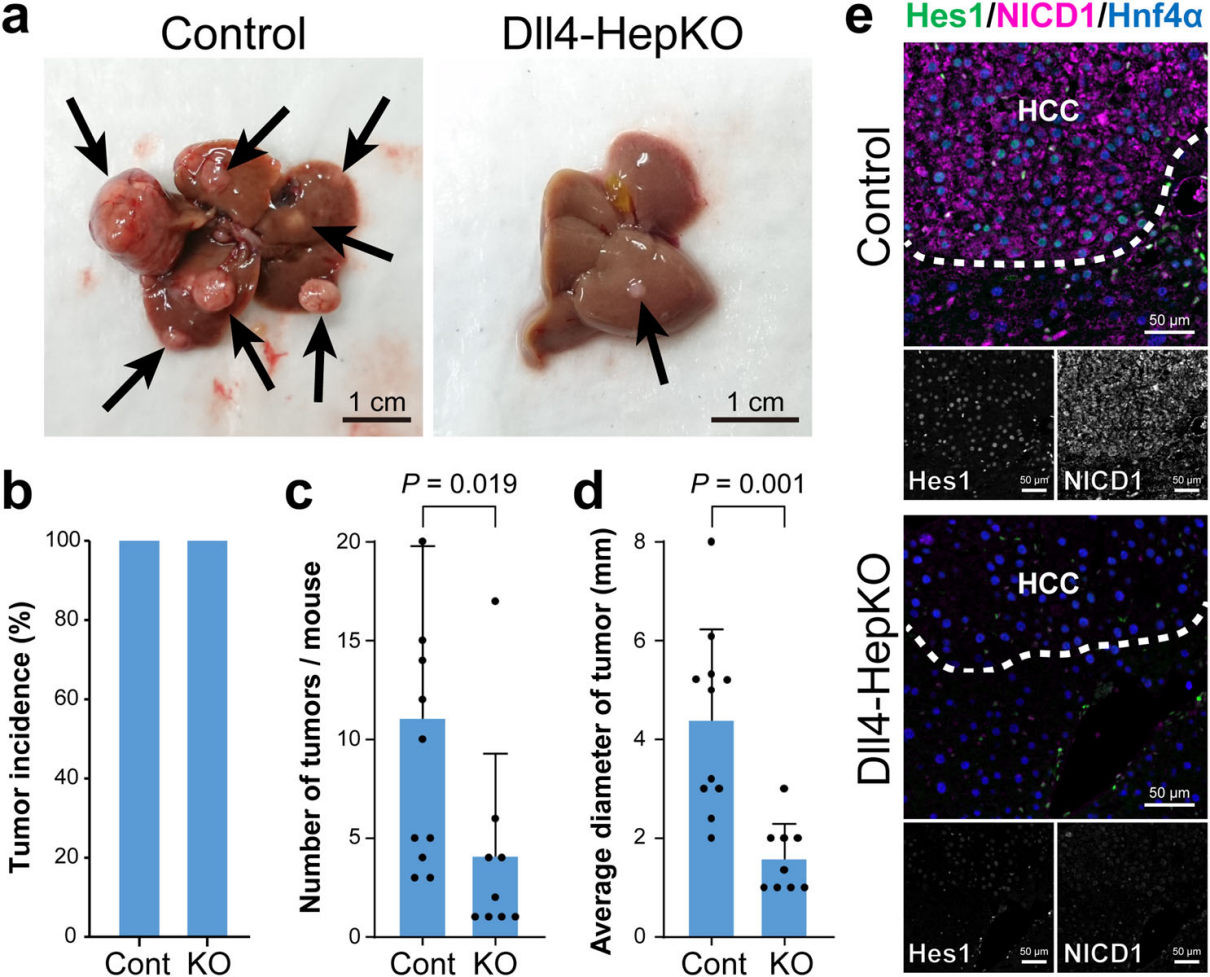
Development of HCC suppressed by the hepatocyte-specific deletion of *Dll4*. **a** Representative macroscopic pictures of liver tumors observed in DEN-treated male control or hepatocyte-specific Dll4 knockout mice (Dll4-HepKO). Arrows indicate the tumors observed on the liver surface. The histograms show the incidence of development of tumors (**b**), the mean number of tumors (**c**), and the average size of tumors (**d**) observed in the control (Cont) and Dll4-HepKO (KO) mice. The values represent the mean ± SD in 11 samples from the control mice and nine samples from the Dll4-HepKO mice. **e** Excised HCC specimens were subjected to immunofluorescent co-staining using antibodies against Hes1 (*green*), NICD1 (*magenta*), and Hnf4α (*blue*). The border between HCC and non-tumorous tissue is indicated by a hatched line. Scale bar, 50 μm.

### Jag1 suppressed the progression of chemically induced HCC

We also investigated the role of another Notch ligand, Jag1, in the progression of HCC. DEN-treated *Mx-Cre*/*Jag1*^*loxP*/*loxP*^ male and female mice were administered polyinosinic-polycytidylic acid [poly(I:C)]^17^ four times at 8–10 weeks of age (Jag1-MxKO). It is known that the development of DEN-induced HCC is inhibited by poly(I:C)-induced type I interferon^18^. Accordingly, the incidence of HCC in the control male mice (74%) was lower than that in the control male mice (100%) shown in the above Dll4-knockout experiment (Fig. 4a, b and Supplementary Fig. 4b). In addition, consistent with the finding that estrogen-mediated interleukin 6 suppresses the development of HCC^19^, the incidence of HCC in the control female mice was found to be only 16% in the present study (Fig. 4a, b). Moreover, *Jag1* deletion caused a significant increase in the incidence of HCC both in the male (100%) and female (69%) mice compared with that of the controls (Fig. 4b). The number of tumors was also increased significantly in both male and female Jag1-MxKO mice compared with the control animals (Fig. 4c), but there was no significant difference in the mean tumor size between the two groups (Fig. 4d). Immunostaining of HCC tissues from Jag1-MxKO mice confirmed a complete loss of Jag1 expression, but Hes1 expression remained unchanged, especially in the peripheral regions of the tumor (Fig. 4e). Deletion of *Jag1* did not affect the expression of Dll4 or the activation status of Notch1, but suppressed the nuclear translocation of NICD2 (Supplementary Fig. 6). These results indicated that Jag1/Notch2 signaling suppresses the development of chemically induced HCC.

**Fig. 4:**
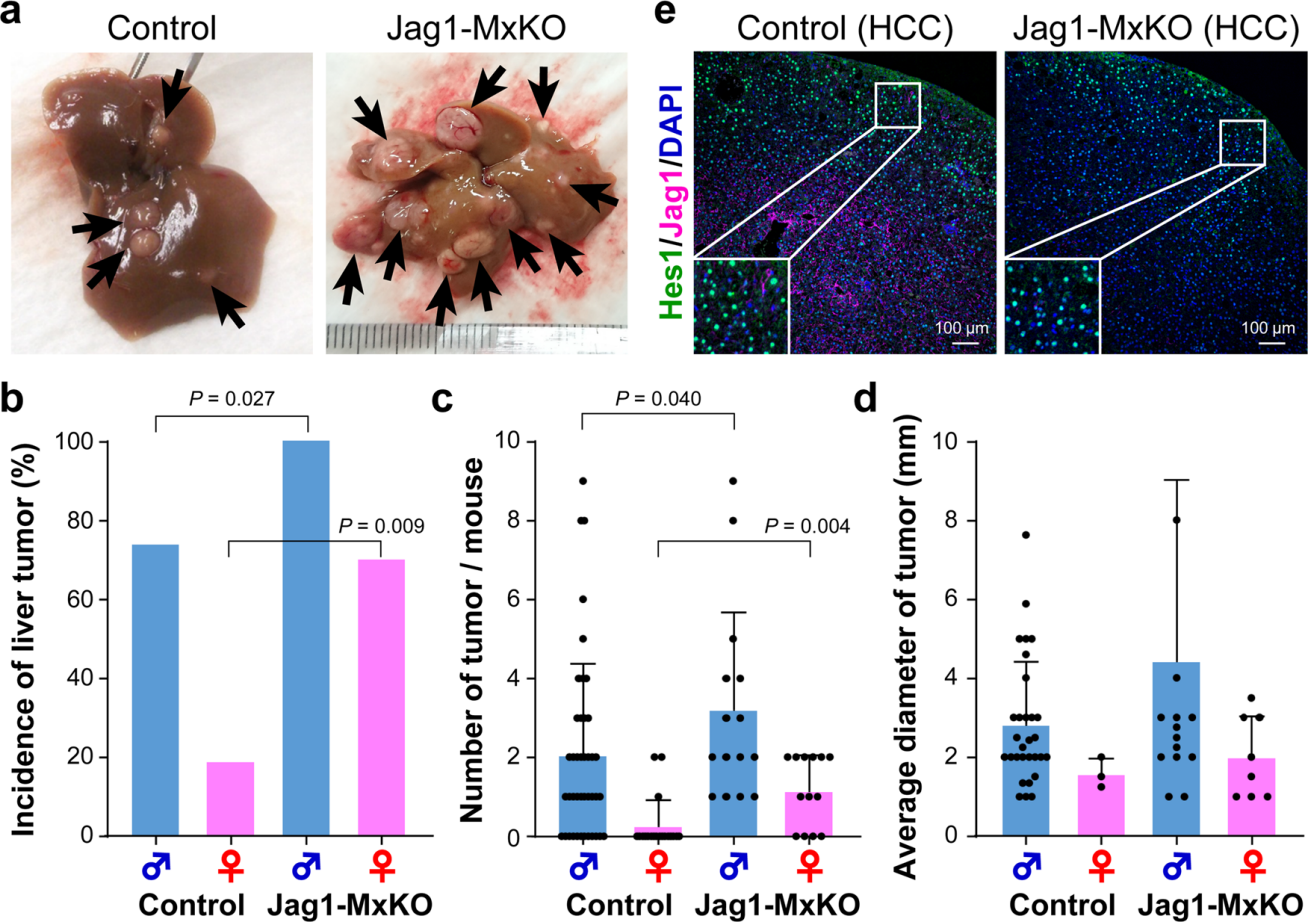
Development of HCC induced by the deletion of *Jag1*. **a** Representative macroscopic pictures of liver tumors observed in DEN-treated male control or Jag1 conditional knockout mice (Jag1-MxKO). Arrows indicate the tumors observed on the liver surface. The histograms show the incidence of development of tumors (**b**), the mean number of tumors (**c**), and the average size of tumors (**d**) observed in the control and Jag1-MxKO male and female mice. The values represent the mean ± SD from the control (42 males and 19 females) and Jag1-MxKO (15 males and 11 females) mice. **e** Excised HCC specimens were subjected to immunofluorescent co-staining using anti-Hes1 (*green*) and anti-Jag1 antibodies (*magenta*) together with DAPI nuclear staining (*blue*). Scale bar, 100 μm.

### *Jag1* deletion led to a loss of Notch2 signaling and induced the ectopic expression of Dll4 in hepatocytes

To avoid any immunological influence of the poly(I:C) injections on the development of HCC, we also evaluated the effect of *Jag1* deletion using another mouse strain, *CreER* knock-in mice, at the ubiquitous promoter *Rosa26* locus (*Rosa26*^*CreER*/+^)^20^. Jag1 deficiency was induced in DEN-injected *Rosa26*^*CreER*/+^/*Jag1*^*loxP*/*loxP*^ mice (Jag1-R26KO) by intraperitoneal injection of tamoxifen four times every other day. In the control mouse liver, both NICD1 and NICD2 were observed in hepatocyte nuclei (Fig. 5a). However, the expression levels of NICD2 were remarkably diminished in the Jag1-R26KO hepatocytes (Fig. 5a), indicating that Notch2 signaling depends on Jag1. More importantly, *Jag1* deletion induced the ectopic expression of Dll4 in hepatocytes (Fig. 5b, c). Experiments using primary cultures of hepatocytes indicated that *Dll4* gene expression was suppressed by coating the culture dishes with Jag1-Fc chimera, which was restored by adding a Notch signaling inhibitor, gamma secretase inhibitor-IX (Supplementary Fig. 7a). Collectively, these results indicated that the Jag1/Notch2 signaling prevents the progression of HCC by suppressing the expression of Dll4 and Dll4-mediated Notch1 signaling.

**Fig. 5:**
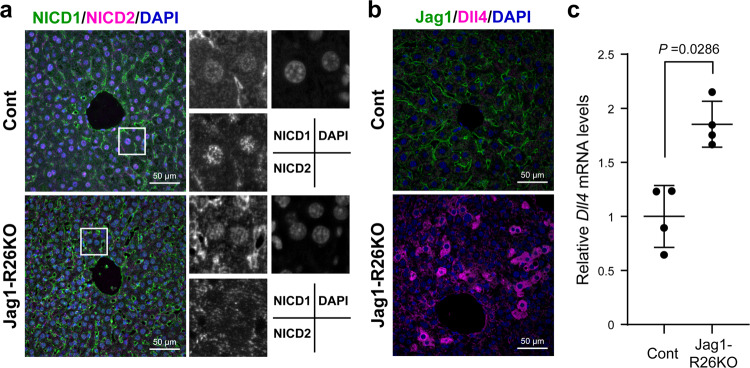
Ectopic expression of Dll4 in hepatocytes induced by the loss of Jag1/Notch2 signaling. (**a**, **b**) Immunofluorescent co-staining of NICD1 (*green*) and NICD2 (*magenta*) (**a**) or Jag1 (*green*) and Dll4 (*magenta*) (**b**) was performed using the liver tissues from the DEN-treated male control (Cont) and *Rosa26*^*CreER*/+^/ *Jag1*^*loxP*/*loxP*^ (Jag1-R26KO) mice that were administered tamoxifen at 8 weeks of age. Nuclei were stained with DAPI (*blue*). Scale bar, 50 μm. **c** Quantitative RT-PCR analysis of *Dll4* gene was performed using liver tissue from male control and Jag1-R26KO mice. The values represent the mean ± SD from four samples in each group and are expressed relative to the mean value in control (set as 1.0).

### Notch1 and Notch2 signals exerted opposite effects on the proliferation and apoptosis of hepatocytes

In the last set of experiments, we compared the effects of Notch1 and Notch2 signaling induced by AAV8-mediated forced expression of NICD1 and NICD2, respectively, in the liver. 

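The liver RNA profiled on arrays came from 4 groups: 3 GFP, 3 NICD1, 3 NICD2 and 2 NICD1&2 arrays, where NICD1 and NICD2 are the intracellular domains of Notch1 and Notch2. Every mouse received 6e+11 viral genomes in total. The GFP group received the GFP vector alone, the NICD1 and NICD2 groups received 3e+11 of their own vector and 3e+11 of the GFP vector, and the NICD1&2 group received 3e+11 of each NICD vector and no GFP vector. Liver was taken after 5 days. The methods name the RNeasy Micro Kit for the RNA, and the sample labels name the NucleoSpin RNA XS kit. The RNA was hybridized in 1 colour to Agilent arrays, which were scanned and read with the maker's Feature Extraction software. Each array carried 62976 spots, of which 3671 were controls, and 0 spots were saturated. The 4 groups were spread over both slides used, with GFP 1, GFP 2, NICD1 1, NICD2 1, NICD2 2 and NICD1&2 1 on slide 1 and the other arrays on slide 2. The signal of each spot had its background removed and small values replaced by the software, and it was not normalized between arrays. For each probe the signals of its spots were averaged and put on the log2 scale, and the 75th percentile of the array was subtracted. This gave 56605 probes per array. The share of spots, controls apart, that were well above background ranged from 57.4% to 60.6% in the GFP group, from 58.3% to 62.0% in the NICD1 group, from 57.4% to 60.7% in the NICD2 group and from 57.0% to 57.6% in the NICD1&2 group. The 36058 probes well above background on at least 2 of the 11 arrays were tested. The median SD of a probe was 0.17 in the GFP and NICD1 groups and 0.19 in the NICD2 and NICD1&2 groups on the log2 scale. A linear model with a mean for each group was fitted to all 11 arrays in limma, with moderated variances. The number of arrays limits the precision, and exact permutation of 3 arrays against 3 cannot give a p below 0.1. A gene name was found for 32994 probes through their RefSeq accession, which stand for 22911 genes. Where a probe was well above background on 0 arrays of a group, its fold change is given as a lower bound, computed on each array of that group from the lowest signal well above background, or from the probe's own signal where that was higher.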

Eight-week-old wild-type male mice were intraperitoneally injected with an NICD1- and/or NICD2-overexpressing AAV8 vector. Efficient AAV8-mediated gene transfer was confirmed by the fluorescence of the co-expressed green fluorescent protein (GFP) in hepatocytes (Supplementary Fig. 8). A comprehensive gene expression analysis using DNA microarray indicated that the expression levels of 1704 and 1325 genes were altered by overexpressing NICD1 and NICD2, respectively, compared with the control group that only expressed GFP (Fig. 6a). 

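Against the GFP group, 801 probes were altered in the NICD1 group by the study's definition (unadjusted P under 0.15 and a fold change over 1.8), with 623 higher and 178 lower. In the NICD2 group 714 probes were altered, with 476 higher and 238 lower. Those with a gene name stand for 384 genes in the NICD1 group and 368 genes in the NICD2 group. At an unadjusted P under 0.15 alone there were 5883 probes in the NICD1 group and 6295 in the NICD2 group, where 5409 would be expected by chance. The Benjamini-Hochberg adjusted p of the altered probes had a median of 0.903 in the NICD1 group and 0.678 in the NICD2 group. An adjusted p under 0.15 in place of the unadjusted P lowered these counts most, to 5 and 63, normexp background correction with quantile normalization gave 72 and 99, and keeping every probe raised them most, to 2059 and 1798. Single GFP arrays also moved them. Without GFP 1 the NICD1 count was 491, of which 41.1% were higher in place of 77.8%, and the NICD2 count was 840, of which 31.5% were higher in place of 66.7%. Without GFP 2 the counts were 1946 and 1469, and without GFP 3 they were 1333 and 1142. Without NICD2 2 the NICD2 count was 1260.

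**Figure D1:**
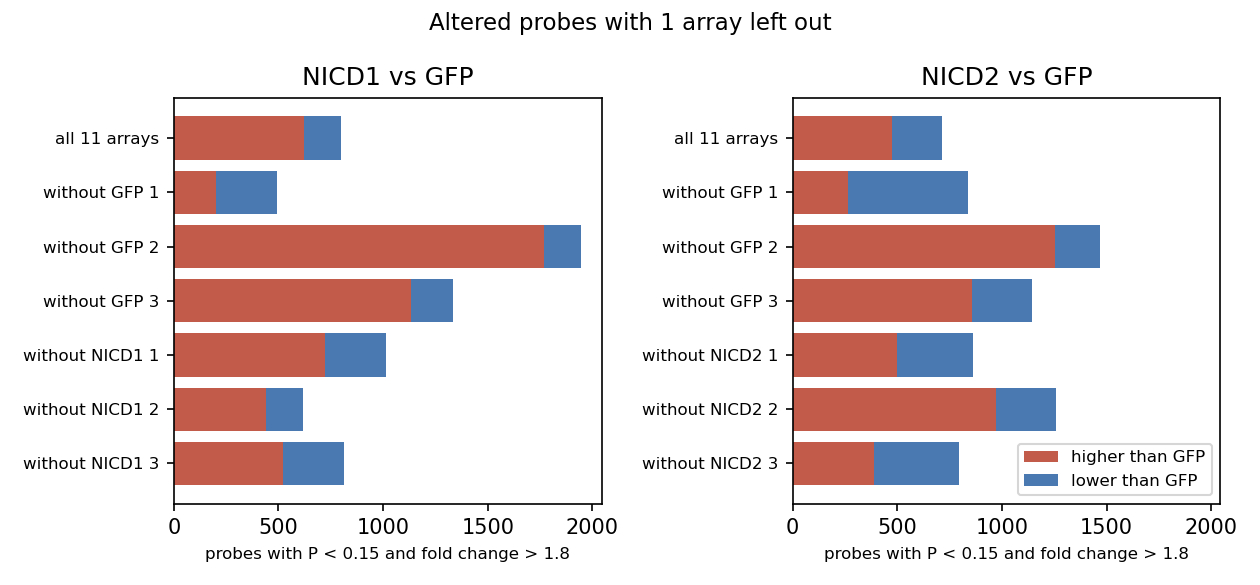
Number of altered probes (vertical axis) with all 11 arrays and without each GFP array or each array of the group itself (horizontal axis), for NICD1 and NICD2 against GFP, divided into probes with higher and with lower signal. The NICD1 count runs from 491 without GFP 1 to 1946 without GFP 2.

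At an adjusted p under 0.05, limma called 3 probes in the NICD1 group and 19 in the NICD2 group, 16 of them higher. The probes of the NICD1 group were those of Wfdc3 and Pfkfb4 and the unnamed probe A_66_P115236, the last of which was chosen after its values were seen. Wfdc3, which was well above background on 2 of 3 GFP arrays, was higher by 3.01 on the log2 scale with NICD1 (standard error 0.20, adjusted p = 0.00259) and by 5.11 with NICD2 (standard error 0.20, adjusted p = 5.02e-05). Pfkfb4 was higher by 1.96 with NICD1 (standard error 0.19, adjusted p = 0.0377), and A_66_P115236 by 3.93 (standard error 0.26). Both were also called with NICD2, where they were higher by 2.83 (adjusted p = 9.99e-04) and 5.87 (adjusted p = 6.04e-05). Krt79 was higher by 3.89 with NICD2 (standard error 0.19, adjusted p = 7.91e-05) and Scgb1a1 by 3.77 (standard error 0.41, adjusted p = 0.0276). Tmprss7 and Pnliprp1, which were well above background on 0 of 3 GFP arrays, were at least 13.1-fold and at least 6.97-fold higher with NICD2. Dusp10 was at least 2.91-fold lower and Ikzf3 at least 1.54-fold lower with NICD2, each well above background on 0 of 3 NICD2 arrays.
Among genes that met only the study's definition, with every array of the group on 1 side of every GFP array, Il1b had a log2 fold change of -2.0 with NICD1 (adjusted p = 0.594) and -2.34 with NICD2 (adjusted p = 0.0997). Chance alone separates 3 arrays from 3 for 10% of probes. Saa1 was -1.53 with NICD1 and -0.94 without GFP 1, Metrn was -1.65, from GFP 3 at 4.51, and -0.22 without GFP 3, and 4930532I03Rik was at least 1.86-fold lower. With NICD1, Tmprss7 was at least 3.38-fold and Mfsd13b at least 2.55-fold higher. Slc18a2 was 4.69 higher with NICD1 (standard error 2.72), from NICD1 3 at 10.1 on the log2 scale, whereas the other 10 arrays were at or under -1.83. Klf10 was at least 3.76-fold lower with NICD2, and Pald1 was -2.93 (standard error 1.84), from a single GFP array at 9.89.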

Gene ontology analysis revealed the enrichment of cell proliferation accelerators and anti-cell apoptotic pathways in the NICD1 group, while the NICD2 group was enriched with genes that suppress the cell proliferation and promote apoptosis (Fig. 6b). 

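The gene sets of the Gene Ontology were not available for this comparison. Lists of genes with known roles were tested in their place with limma's camera, with the correlation between genes estimated from the data and the adjustment made over 16 lists in 5 comparisons. The S phase list, with 39 of its 43 genes tested, had a median log2 fold change against GFP of 0.07 in the NICD1 group (adjusted p = 0.539, 28 genes higher) and 0.05 in the NICD2 group (adjusted p = 0.732, 25 genes higher). The G2/M phase list, with 46 of 54 genes tested, had medians of 0.08 (adjusted p = 0.732, 27 genes higher) and 0.06 (adjusted p = 0.755, 24 genes higher). Both G2/M medians turned negative without GFP 1, at -0.024 each. The list of cell cycle inhibitors, with 16 genes, had medians of -0.16 in the NICD1 group (adjusted p = 0.445, 5 genes higher) and -0.05 in the NICD2 group (adjusted p = 0.755, 7 genes higher), where the mean was 0.19. The last median was 0.0053 without GFP 3. For 23 pro-apoptotic genes the medians were -0.15 in the NICD1 group (adjusted p = 0.402, 4 genes higher) and -0.07 in the NICD2 group (adjusted p = 0.558, 8 genes higher). For 14 anti-apoptotic genes they were 0.05 in the NICD1 group (adjusted p = 0.668, 8 genes higher) and 0.10 in the NICD2 group (adjusted p = 0.630, 9 genes higher). The anti-apoptotic median of the NICD1 group was -0.00086 without NICD1 2 and -0.00053 without NICD1 3. With genes at their lower bounds, the S phase medians were 0.06 and 0.04, and the other medians given here were the same. Of the 80 tests of lists, camera called 0 at an adjusted p under 0.05 and 7 had an unadjusted p under 0.05. With a preset correlation of 0.01 camera called 30, and limma's fry called 5; 0 were called by all 3. The pro-apoptotic list in the NICD1 group was called with the preset correlation (adjusted p = 4.67e-04), not by fry (adjusted p = 0.0810).
The altered genes were also tested for enrichment in the 726 mouse Reactome pathways of fgsea with 15 to 500 of the 16635 genes tested, by a one-sided hypergeometric test. The genes altered in each group were tested as higher, lower and together. At an adjusted p under 0.05, 0 pathways were enriched in any of the 6 sets, and at an unadjusted p under 0.05 there were 16 for all NICD1 genes and 44 for all NICD2 genes. The lowest adjusted p was 1 for NICD1 and 0.0751 for NICD2, for genes higher with NICD2. Among 45 pathways named for the cell cycle, mitosis, apoptosis and related terms, the lowest unadjusted p was 0.146 for all NICD1 genes together. It was that of Mitotic Prometaphase, with 4 of 88 genes. This minimum does not cover the higher or the lower genes taken apart. With every probe kept, 13 pathways passed, all for NICD2.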

Heat map analysis indicated that the cell proliferation gene, cyclin-dependent kinase 1 (*Cdk1*), and its inhibitory factor gene, *Cdkn1* (p21), were reciprocally increased by overexpressing NICD1 and NICD2, respectively (Fig. 6c). 

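Cdk1 was measured by probe A_51_P450033, which was well above background on 10 of 11 arrays. Its log2 normalized signal was -2.74 ± 0.26 (SD, n = 3) in the NICD1 group, -3.65 ± 0.26 (SD, n = 3) in the GFP group and -3.97 ± 0.29 (SD, n = 3) in the NICD2 group. Against GFP it was higher by 0.91 with NICD1, a fold change of 1.88 (standard error 0.28, adjusted p = 0.782 over all probes and 0.0188 adjusted over the list alone, that is Cdk1 and Cdkn1a). These 2 genes were picked by the study on these samples, so the second value is not independent evidence. Every NICD1 array was above every GFP array (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). With NICD2, Cdk1 was -0.33 against GFP (standard error 0.28, adjusted p = 0.918). Over 21 alternatives, the change with NICD1 lay between 0.20 and 1.06, met the study's definition in 17 and had an adjusted p from 0.482 to 1.00. It was under a fold change of 1.8 without GFP 1, at 0.81, without NICD1 3, at 0.79, under quantile normalization, at 0.84, and lowest with normexp, at 0.20.
Cdkn1a, the gene of p21, was measured by probe A_51_P363947 on all 11 arrays. Its signal was 1.58 ± 0.52 (SD, n = 3) in the GFP group and 1.09 ± 0.82 (SD, n = 3) in the NICD1 group. With NICD2 it was higher by 1.19 than with GFP, a fold change of 2.29 (standard error 0.39, adjusted p = 0.568 over all probes and 0.0285 adjusted over the list alone), and every NICD2 array was above every GFP array. With NICD1 it was -0.50 (standard error 0.39, adjusted p = 0.918), which was -0.03 without NICD1 3. A second probe, A_55_P1986282, gave 0.84 with NICD2 and -0.07 with NICD1, and the former was just under the fold change of the study's definition.

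**Figure D2:**
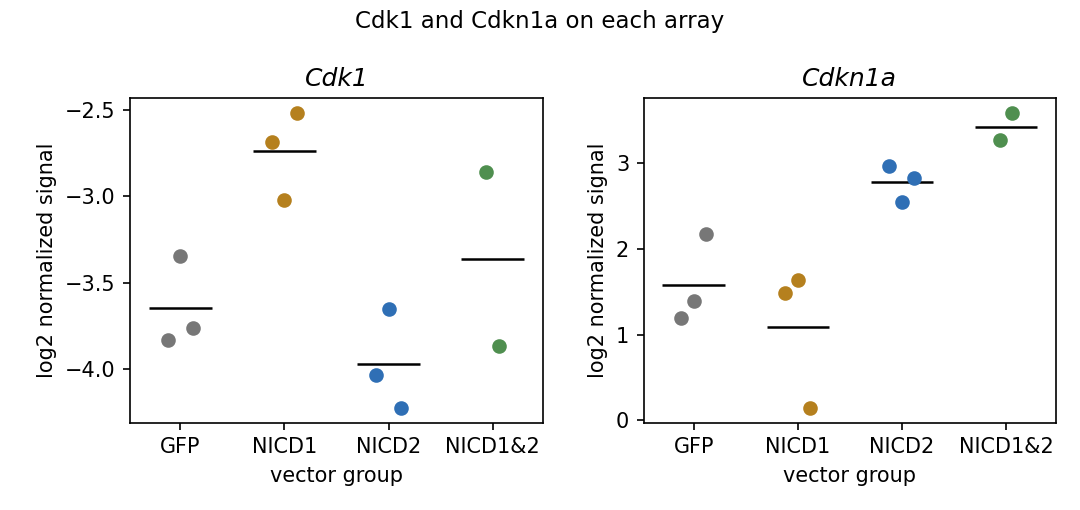
Log2 normalized signal of Cdk1 and Cdkn1a (vertical axes) on each array of the 4 groups (horizontal axes), where points are arrays and lines are group means. The NICD1 arrays lie above the GFP arrays for Cdk1, and the NICD2 arrays lie above them for Cdkn1a.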

Quantitative reverse-transcription (RT)-PCR further evaluated the changes in the expression levels of *Cdk1* and *Cdkn1* genes. Increased *Cdk1* expression by forced NICD1 expression was counter-suppressed by co-expressing NICD2, while *Cdk1* expression was significantly increased by the forced expression of NICD2 (Fig. 6d). These results clearly indicated that Notch1 and Notch2 signals are antagonistic to each other and exert opposite effects on the proliferation and apoptosis of hepatocytes.

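The NICD1 and NICD2 groups were also compared with each other. Cdk1 was higher by 1.23 on the log2 scale with NICD1 than with NICD2 (standard error 0.28, adjusted p = 0.859, and 0.00203 adjusted over the list alone), and Cdkn1a was lower, at -1.69 (standard error 0.39, adjusted p = 0.945, and 0.00203 adjusted over the list alone). Both separated the groups (exact two-sided permutation test, p = 0.1 for each). Of all probes, 456 met the study's definition in this comparison, 276 higher and 180 lower with NICD1, and 1348 had an unadjusted p under 0.05, where 1803 would be expected by chance. In limma 1 probe had an adjusted p under 0.05, that of Krt79, which was -3.26 with NICD1 against NICD2 (standard error 0.19, adjusted p = 0.00111). Over 22 alternatives its adjusted p ran from 3.38e-06 to 0.458.
The medians of the cell cycle and apoptosis lists in this comparison were 0.02 for S phase (adjusted p = 0.755), 0.0080 for G2/M phase (adjusted p = 0.982), -0.03 for cell cycle inhibitors (adjusted p = 0.707), -0.05 for pro-apoptotic genes (adjusted p = 0.484) and 0.02 for anti-apoptotic genes (adjusted p = 0.982). The S phase median was -0.016 without NICD2 1 and -0.0037 without NICD1 1, the G2/M median -0.013 without NICD2 2, the inhibitor median 0.05 without NICD1 1 and 0.02 without NICD2 1, and the anti-apoptotic median -0.0035 without NICD1 2. The means of the G2/M and anti-apoptotic lists were lower, -0.03 and -0.02, and the test of both lists also pointed down. Single members of the cell cycle and apoptosis lists went beyond the study's definition. Tnfrsf10b, a pro-apoptotic gene, was -1.30 with NICD1 against NICD2 (standard error 0.20, adjusted p = 0.309). Dtl, an S phase gene, was higher with NICD1. The size of its change is not determined, as its probe was not well above background in the NICD2 group.
The interaction, which asks whether NICD1 acted differently in the presence of NICD2, had an adjusted p under 0.05 for 0 probes in limma, with a lowest value of 0.144 and 2536 probes at an unadjusted p under 0.05. Without NICD1&2 1 it had 12, and without NICD2 3 it had 1. From the Gene Ontology terms enriched in each group, from the reciprocal changes of Cdk1 and Cdkn1 with the forced expression of each NICD, and from the lower Cdk1 level when both were expressed, the paper concludes that the signals of Notch1 and Notch2 oppose each other in the proliferation and apoptosis of hepatocytes.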

**Fig. 6:**
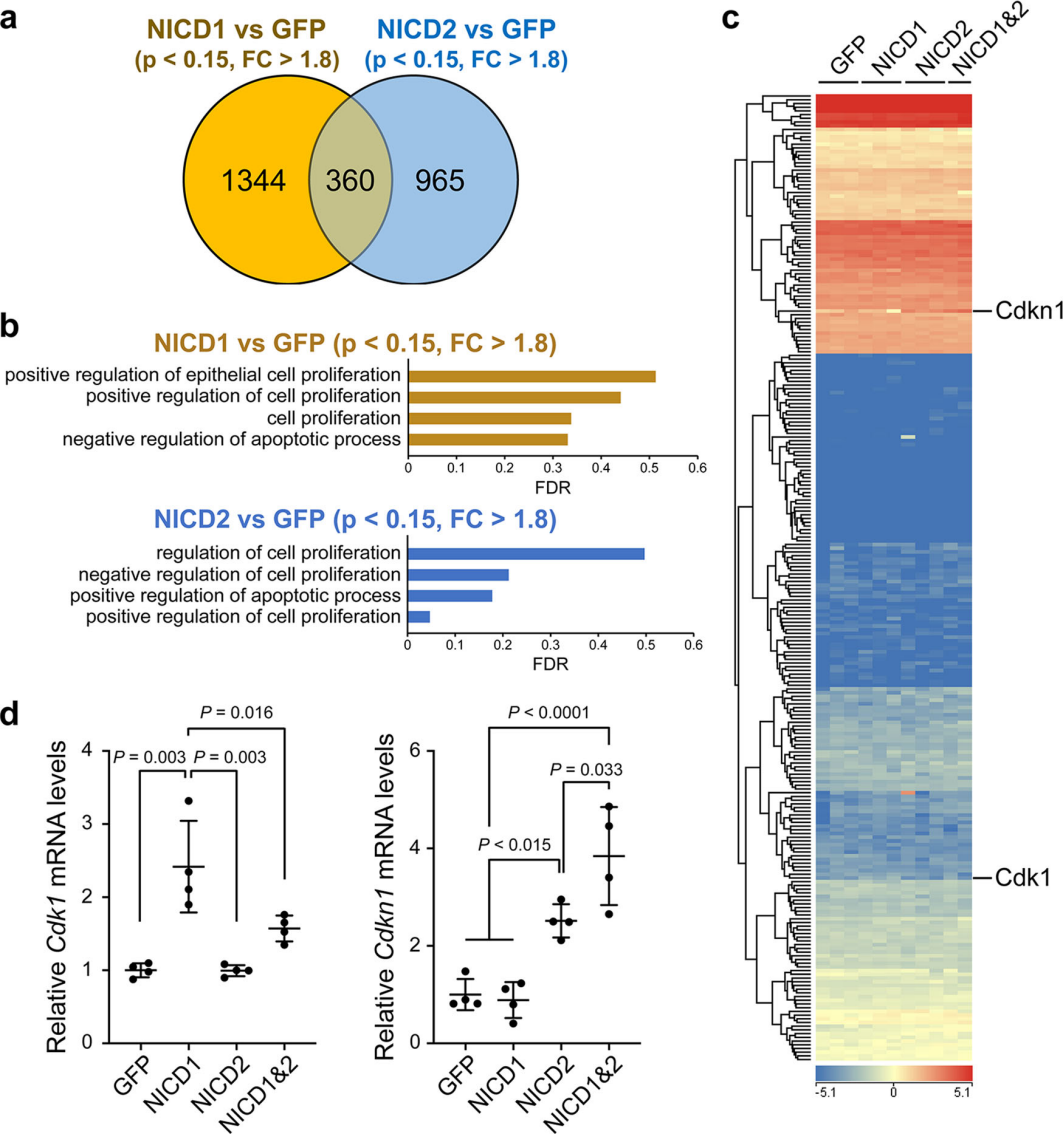
Comprehensive gene expression analysis in liver tissues following forced activation of the Notch1 and Notch2 signaling. C57Bl6/J male mice were intraperitoneally injected with adeno-associated virus 8 (AAV8) expressing the control green fluorescent protein (GFP) (6 × 10^11^ viral genomes (vg) per mouse), NICD1 and GFP (3 × 10^11^ vg each per mouse), NICD2 and GFP (3 × 10^11^ vg each per mouse), or NICD1 and NICD2 (3 × 10^11^ vg each per mouse). Five days later, total RNA was isolated from the excised liver tissues and subjected to expression microarray analysis (**a**–**c**) and quantitative RT-PCR (**d**). The Venn diagram (**a**) and enriched Gene Ontology (GO) terms (**b**) indicate the changes in the gene expression profiles following the overexpression of NICD1 or NICD2 compared to the overexpression of the control GFP. The differentially expressed genes were defined by *P* <  0.15 and a fold change (FC) >1.8 (*n* = 3 in each group). **c** Heatmap illustrating the expression levels of the cell proliferation-related genes annotated in GO analysis, ‘G2/M transition of mitotic cell cycle’ (GO:0000086) in the liver (*n* = 3 in GFP, NICD1, and NICD2 groups; *n* = 2 in NICD1&2 group). **d** Quantitative RT-PCR analysis of the selected candidate genes. The values represent the mean ± SD from four mice in each group and are expressed relative to those in the control GFP group (set as 1.0).

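The sets of probes altered by NICD1 and by NICD2 shared 240 probes, which left 561 for NICD1 alone and 474 for NICD2 alone. If the sets were independent, 15.9 shared probes would be expected. Both comparisons use the same GFP arrays, however. In 100 simulations without any effect, with normal values of each probe's own spread, the same GFP arrays gave a median of 187 shared probes and at most 222. With the residuals of the arrays shuffled instead, the median was 162.5 and 35 of 100 simulations gave 240 or more. Of the shared probes 237 changed in the same direction (98.8%), 186 higher and 51 lower, and the median share in the same direction was 98.0% in the simulations with normal values and 99.8% with shuffled residuals. The 3 others, chosen after their values were seen, were probes of Mt2, at -1.01 with NICD1 and 1.63 with NICD2, of Mt1, at -1.98 and 1.70, and the unnamed A_66_P137916, at 0.93 and -0.92. Another probe of Mt1, A_66_P111660, was -0.44 with NICD1, which did not meet the study's definition, and 1.08 with NICD2. Of the 561 probes altered by NICD1 alone, 512 changed in the same direction with NICD2, and of the 474 altered by NICD2 alone, 426 changed in the same direction with NICD1 (91.3% and 89.9%). The simulations gave medians of 82.7% and 82.4% for these shares with normal values, and at most 87.1% and 86.1%. With shuffled residuals the medians were 84.0% and 84.2%, and the shares ran from 0% to 100%. Over all probes tested the log2 fold changes had a correlation of 0.61, and of 0.50 in the simulations with normal values; this is across probes, which are not independent replicates. Without GFP 2 the sets shared 926 probes, and without GFP 3 they shared 552. The sets shared 30 probes with normexp and 5 with an adjusted p under 0.15 in place of the unadjusted P.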

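Of the genes on the G2/M phase list, 3 met the study's definition with NICD1 and 2 with NICD2. With NICD1 these were Cdk1, higher, and Gtse1 and Cenpe, lower, at -0.89 (standard error 0.24, adjusted p = 0.742) and -0.98 (standard error 0.54, adjusted p = 0.904). Cenpe was well above background on 1 of 3 arrays of both groups, and it was -0.50 without NICD1 2. With NICD2 they were Birc5, higher by 0.86 (standard error 0.12, adjusted p = 0.0663), and Ckap2, higher by 0.85 (standard error 0.23, adjusted p = 0.411). In the NICD1&2 group, with 2 arrays, Birc5 was higher by 0.97 and Ckap2 by 1.94 (adjusted p = 0.0439), and Cdca2, well above background on 1 of 2 arrays, by 1.42, or 0.45 without GFP 1. Between NICD1 and NICD2, Gtse1 was -1.09, Psrc1 -1.28, Ckap2 -0.93 and Cenpe -0.95 with NICD1, while Cdk1 was higher. None of these 5 had an adjusted p under 0.05 in that comparison, where the lowest of them was 0.859. Mki67 was -0.01 with NICD1 and -0.14 with NICD2, and its sign changed with normexp in both. On the S phase list, Dtl was at least 1.39-fold lower with NICD2, where it was well above background on 0 of 3 arrays, and 0 genes met the definition with NICD1.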

## Discussion

In the present study, we have shown that Dll4 and Jag1 exhibit antagonistic effects on the progression of HCC. Dll4 is expressed in cancer cells and activates Notch1 signaling in an autocrine manner, while Jag1 is expressed in the neighboring HSCs and activates Notch2 signaling in adjacent cancer cells. Experiments using conditional knockout mice indicated that hepatocyte lineage-specific *Dll4* deletion abolished the Notch1 signaling and suppressed the progression of HCC. On the other hand, *Jag1* deletion induced the ectopic expression of Dll4-Notch1 in the hepatocytes with a loss of Notch2 signaling, leading to the progression of HCC. Furthermore, forced NICD1 expression increased the expression of *Cdk1* and stimulated the proliferation of hepatocytes, while overexpression of NICD2 counter-suppressed this stimulatory effect by inducing the expression of *Cdkn1* coding for p21, a well-known inhibitor of the proliferation of hepatocytes^21^. These results clearly indicate that different combinations of Notch ligands and receptors exert distinct effects on the progression of HCC (Fig. 7).

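In the NICD1&2 group the log2 signal of Cdk1 was -2.86 on one array, where the probe was well above background, and -3.87 on the other, where it was not. The mean was -0.62 against the NICD1 group (standard error 0.31, adjusted p = 0.432, and 0.0737 adjusted over the list alone, that is Cdk1 and Cdkn1a), 0.61 against the NICD2 group (standard error 0.31, adjusted p = 0.573, and 0.158 over the list alone) and 0.28 against GFP (standard error 0.31, adjusted p = 0.650, and 0.381 over the list alone). The difference from NICD1 was -1.13 without NICD1&2 1 and -0.12 without NICD1&2 2. Cdkn1a was higher with NICD1&2 than with GFP by 1.84 (standard error 0.44, adjusted p = 0.168, and 0.00482 adjusted over the list alone), than with NICD1 by 2.34 (standard error 0.44, adjusted p = 0.254, and 9.97e-04 over the list alone) and than with NICD2 by 0.64 (standard error 0.44, adjusted p = 0.618, and 0.177 over the list alone). The study picked these 2 genes on these samples, so the values over the list alone are not independent evidence. The median of all probes was itself 0.12 higher in the NICD1&2 group than with GFP, a shift that was 0.01 under quantile normalization and -0.00053 with normexp. Relative to this shift, Cdk1 was 0.17 and Cdkn1a 1.72 higher than with GFP. The list medians relative to it were 0.06 for S phase (adjusted p = 0.668), 0.11 for G2/M phase (adjusted p = 0.763), -0.04 for cell cycle inhibitors (adjusted p = 0.630), -0.12 for pro-apoptotic genes (adjusted p = 0.732) and 0.03 for anti-apoptotic genes (adjusted p = 0.791). Without this subtraction the medians of the inhibitors and the anti-apoptotic genes were 0.08 and 0.14, and they were -0.055 and -0.0041 with normexp.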

**Fig. 7:**
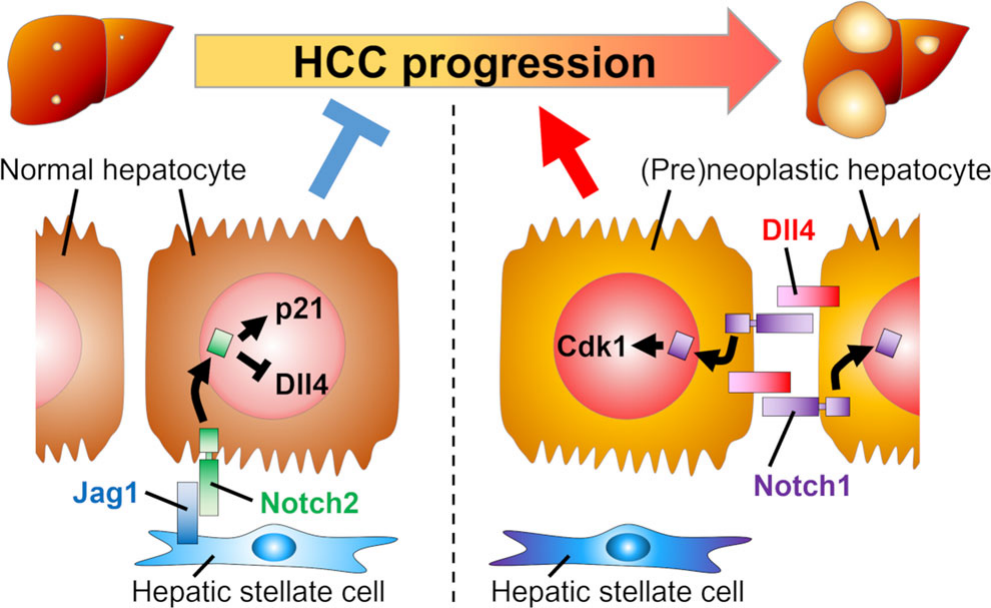
Schematic illustration of the two distinct Notch signals in HCC progression. Dll4/Notch1 signal promotes the progression of HCC, while Jag1/Notch2 signal antagonistically suppresses it in murine chemical hepatocarcinogenesis.

The distinct functions of Notch ligands through their binding to different receptors have been well illustrated in the process of lymphocyte differentiation. Dll4, but not Jag1 or Dll1, is essential for the differentiation of T cells in the thymus via activation of Notch1 signaling in the hematopoietic progenitor cells^22–24^. On the other hand, Dll1 induces the differentiation of splenic B cells into the marginal zone B cells via the activation of Notch2 signaling^25,26^. In contrast to these findings in hematopoietic organs, little is known about the functional differences among the distinct sets of Notch ligands and receptors in the liver. A combination of Jag1 and Notch2 was originally implicated in the regulation of the differentiation of HPCs into biliary epithelial cells and the formation of the ductal structure during the development of fetal liver^27,28^. In healthy liver regeneration, the expression of Notch1 increases in hepatocytes and the activation of Notch1 signaling accelerates hepatocyte proliferation following partial hepatectomy^29–31^. In addition, we previously reported that Jag1/Notch2 signaling accelerated the regeneration of the fibrotic liver by inducing the dedifferentiation of hepatocytes into an HPC population^8^. However, it was virtually unknown before the present study whether specific combinations of Notch ligands and receptors play critical roles in hepatocarcinogenesis.

A previous study using a mouse model of HCC and cholangiocellular carcinoma (CCC) induced by the overexpression of v-Akt and N-Ras oncogenes in hepatocytes reported the different effects of the blockade of Notch1, Notch2, and Notch3 signaling on the tumor progression^32^. It was found that the administration of anti-Notch2 antibodies suppressed the development of HCC/CCC, while the administration of anti-Notch3 antibodies exhibited no such effects on tumor progression. Interestingly, blockade of Notch1 signaling altered the relative prevalence of HCC/CCC, suppressing the development of HCC and promoting the occurrence of CCC. However, these findings contradict the results of the present study regarding the effect of Notch2 signaling on the development of HCC. In addition to the different models (viral oncogenes versus chemical carcinogen) and methods (neutralizing antibodies against Notch receptors versus deletion of ligand genes and overexpression of the NICDs) employed, the discrepancy between the results of these two studies illustrates the complex interactions between different Notch ligands and receptors in the context of tumor development and progression. It would be interesting to know whether the differential roles of Notch1 and Notch2 signals are observed in viral oncogene-induced HCC by utilizing the same loss-of-function experiments as in the present study.

It should be noted that the ectopic expression of Dll4 was observed in the GST-p-positive hepatocytes within the preneoplastic foci, but not the normal hepatocytes present in the surrounding non-cancerous tissues (Fig. 2b). In contrast, Jag1 was expressed in the mesenchymal cells in the non-cancerous region, but not in cells within the preneoplastic foci (Fig. 2b). These findings suggest a signal switch from Jag1 to Dll4 in the very early phase of carcinogenesis in the liver. Jag1 expression is reportedly induced by Wnt/β-catenin signaling^33^. The results of the present study showed that the expression levels of the *Dll4* gene in the primary cultures of hepatocytes were suppressed by the activation of Wnt/β-catenin signaling (Supplementary Fig. 7b). Therefore, the Wnt/β-catenin axis might be one of the possible pathways that regulates the reciprocal expression of Jag1 and Dll4 during hepatic carcinogenesis. However, the precise mechanisms that determine the combination of Notch ligands and receptors during hepatic carcinogenesis are still unknown. The fringe molecule-induced glycosylation of Notch receptors increases their binding to Dll1 and Dll4, while decreasing their binding to Jag1 and Jag2^34^. These changes in the relative affinities of Dll4 and Jag1 to the Notch receptors determine the intensities of downstream signals. Therefore, fringe-induced glycosylation may modulate the progression of HCC. Our preliminary data indicated that the lunatic fringe was expressed in those HCC cells that exhibited a remarkable activation of Notch1 signaling. Further studies are needed to explore the correlation between the glycosylation of the Notch receptors and the progression of HCC.

HCC develops not only in the progressive phase of liver cirrhosis but also in the recovery period after sustained virologic response to interferons and direct anti-viral agent therapy against chronic hepatitis C and cirrhosis^2^. Increased Jag1 expression in activated HSCs^8^ may decrease along with the gradual improvement in the extent of fibrosis during this recovery phase. Based on these findings, the induction/retention of Jag1 expression even after a sustained virologic response might be an effective intervention strategy to prevent the occurrence of HCC. Moreover, patients with HCC exhibiting a high Wnt/β-catenin signal activity have been reported to present a better prognosis than those with low Wnt/β-catenin activity^35,36^. In addition, Notch signaling and Wnt/β-catenin signaling exert antagonistic effects on the regeneration of chronically injured liver^9^. Taken together, Wnt/β-catenin signal-elicited suppression of Dll4 in hepatocytes and induction of Jag1in HSCs may suppress the progression of HCC, while accelerating the regeneration of fibrotic liver.

## Materials and methods

### Mice

All mice used in the present study were handled with care, and the animal experimental procedures were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The experiment was approved by the Animal Experimentation Committee of Tokai University (approval Nos. 181031, 181066, 192035, and 201021). The C57BL/6 J mice were purchased from CLEA Japan Inc. (Tokyo, Japan). For the hepatocyte-specific *Dll4* knockout, *Dll4*-floxed knock-in male mice (*Dll4*^*lox*/*lox*^)^22^, at the age of 8 weeks, were injected intraperitoneally with 1 × 10^11^ viral genomes per mouse of AAV8-LSP-iCre^16^, which expresses the *iCre* gene under the control of the human apolipoprotein E enhancer and the alpha 1-antitrypsin promoter. AAV8-LSP-iCre was prepared by transfecting AAV8-LSP-iCre^16^, p5E18-VD2/8^16^, and XX680 plasmids^16^ into AAVpro293T cells (Takara Bio, Ohtsu, Japan)^37^. *Jag1*-floxed knock-in (*Jag1*^*lox*/*lox*^)^33^ mice were crossed with *Mx-Cre* transgenic mice^17^ or *Rosa26*^*CreER*/+^ mice^20^ that had been backcrossed with the C57BL/6 J mice. To achieve *Jag1* deletion, *Mx-Cre*/*Jag1*^*loxP*/*loxP*^ mice and the control *Mx-Cre*-negative *Jag1*^*lox*/*lox*^ littermates were administered four injections of 250 μg of poly(I:C) (Sigma-Aldrich, St. Louis, MO) every 3 days at the age of 8 weeks. For the same purpose, *Rosa26*^*CreER*/+^/*Jag1*^*loxP*/*loxP*^ mice were intraperitoneally injected with 100 mg per kg body weight of tamoxifen (Sigma-Aldrich) four times every other day. DEN (Sigma-Aldrich) was dissolved in saline and injected intraperitoneally (10 mg per kg body weight) on postnatal day 21.

### Histological examination

Excised liver tissues were fixed with 4% paraformaldehyde, dehydrated, and then embedded in a paraffin block. Tissue sections of 2 μm thickness were prepared using a microtome. The sections were stained with hematoxylin and eosin (H&E) using standard protocols^38^. For immunofluorescence staining, the deparaffinized sections were soaked in Target Retrieval Solution (pH 9.0) (Dako, Glostrup, Denmark) and autoclaved at 110 °C for 10 min. After inactivation of endogenous peroxidase and blocking of non-specific protein-binding, the sections were incubated at room temperature for 2 h with the specific primary antibodies listed in Supplementary Table 1. Bound primary antibodies were visualized using fluorescent secondary antibodies (Supplementary Table 2) and the sections were examined under a fluorescence microscope (BZ-9000; Keyence Corp., Osaka, Japan). Nuclei were stained with 4′,6-diamidino-2-phenylindole (Sigma-Aldrich).

### Isolation and primary cultures of hepatocytes

Hepatocytes were isolated from the murine liver using the collagenase perfusion method^8^ and subjected to primary culture on a bovine type I collagen-coated dish (AGC TECHNO GLASS, Shizuoka, Japan). In some experiments, primary hepatocytes were cultured in dishes precoated with recombinant human Jagged-1 Fc-chimera protein (R&D Systems, Minneapolis, MN). Gamma secretase inhibitor IX (DAPT; Merck, Darmstadt, Germany) was diluted in dimethyl sulfoxide (Sigma-Aldrich) before use.

### Quantitative RT-PCR

Total RNA was isolated from the liver tissues or cultured cells using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. Subsequently, the RNA was reverse transcribed using the ReverTra Ace qPCR RT Master Mix with gDNA remover (TOYOBO, Osaka, Japan). Quantitative PCR was then performed using the SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA) with specific primers listed in Supplementary Table 3.

### Generation of AAV8 vectors overexpressing NICD1 and NICD2

NICD1 and NICD2 cDNA sequences were excised from pMY-NICD1-IRES-GFP and pMY-NICD2-IRES-GFP, respectively^39^, and cloned into the pAAV-CMV vector (Takara Bio) to generate pAAV-CMV-NICD1 and pAAV-CMV-NICD2, respectively. pAAV-CMV-GFP^40^ was used as a control vector. Recombinant AAV8 viruses were prepared by co-transfecting pAAV-CMV-NICD1 or pAAV-CMV-NICD2 together with p5E18-VD2/8 and pHelper (Takara Bio) into AAVpro293T cells using the AAVpro Purification Kit (Takara Bio). The viral titers were determined by quantitative PCR using an AAVpro Titration Kit Ver.2 (Takara Bio). Subsequently, the 8-week-old male C57BL/6J mice were intraperitoneally injected with 3 × 10^11^ viral genomes of AAV8 viruses.

### Microarray gene expression analysis

Total RNA was prepared from liver tissue using the RNeasy Micro Kit (Qiagen). Gene expression profiles were analyzed using the Whole Mouse Genome Microarray 8 × 44 K (Agilent Technologies, Santa Clara, CA). Hierarchical clustering of normalized signal intensities was performed using Euclidean distances and centroid linkages. 

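The deposited table of normalized values was compared with the signals of the scanned arrays. On each array it equalled the log2 of the mean signal of a probe's spots minus a single constant, within 0.01, for 56592 to 56596 of 56605 probes, and the 75th percentiles of the columns lay between -6.17e-04 and -1.0e-05. With the deposited table in place of the signals, 802 probes were altered with NICD1, 715 with NICD2 and 2247 with NICD1&2.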

Raw intensity values were normalized using the 75th percentile and transformed to the log2 scale. The original microarray data were deposited in the Gene Expression Omnibus (accession number: GSE178886).

### Statistics and reproducibility

All experiments were independently repeated using at least three mice per experimental group. Values are expressed as the mean ± standard deviation. Statistical analyses were performed using Microsoft Excel 2013 (Microsoft, Seattle, WA) and GraphPad Prism 8 (GraphPad Software Inc., San Diego, CA). Significant correlations were estimated using the Pearson product-moment correlation coefficient and log-rank test. Statistical differences between groups were evaluated using either the Chi-squared test, Mann–Whitney *U* test (two-tailed), or One-Way ANOVA (two-tailed), and *P* values <0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Source data for the graph figures are available in Supplementary Data 1. The microarray data for this study have been deposited in GEO at NCBI accession number GSE178886.

# Supplementary material for: Two distinct Notch signals, Delta-like 4/Notch1 and Jagged-1/Notch2, antagonistically regulate chemical hepatocarcinogenesis in mice
**Source:** Commun Biol. 2022 Jan 21;5:85. doi: 10.1038/s42003-022-03013-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Two distinct Notch signals, Delta-like 4/Notch1 and Jagged-1/Notch2, antagonistically regulate chemical hepatocarcinogenesis in mice**

Yasuhiro Nakano, Sachie Nakao, Minako Sueoka, Daigo Kasahara, Yuri Tanno, Hideaki Sumiyoshi, Tohru Itoh, Atsushi Miyajima, Katsuto Hozumi, and Yutaka Inagaki

Supplementary Figure 1. Correlations between the amounts of *Hes1* mRNAs and four Notch ligand mRNAs in diethylnitrosamine (DEN)-induced murine hepatocellular carcinoma (HCC) samples.

Supplementary Figure 2. Expression levels of Notch ligands in human HCC tissues.

Supplementary Figure 3. Differential expression of *Dll4* and *Jag1* in DEN-induced murine HCC.

Supplementary Figure 4. Histological features of HCC tissues developed in *Dll4*-HepKO and *Jag1*-MxKO mice.

Supplementary Figure 5. Expression of *Jag1* and activation status of Notch2 in cancer cells induced by *Dll4* deletion.

Supplementary Figure 6. Expression of *Dll4* and activation status of Notch1/Notch2 in cancer cells induced by *Jag1* deletion.

Supplementary Figure 7. Effects of Notch and Wnt signaling on the expression levels of *Dll4* in the primary cultures of hepatocytes.

Supplementary Figure 8. Efficient infection of AAV8 to hepatocytes in the liver.

Supplementary Table 1. Primary antibodies.

Supplementary Table 2. Secondary antibodies.

Supplementary Table 3. Primers used for quantitative RT-PCR.

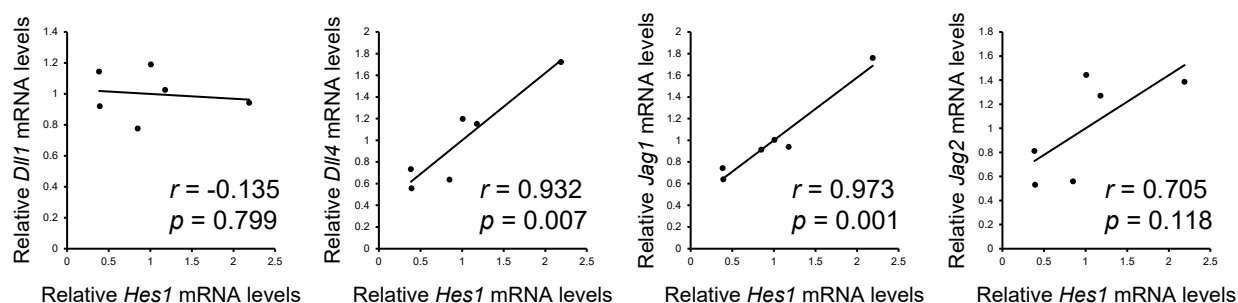

**Supplementary Figure 1. Correlations between the amounts of *Hes1* mRNAs and four Notch ligand mRNAs in diethylnitrosamine (DEN)-induced murine hepatocellular carcinoma (HCC) samples.**

Total RNA was isolated from 6 HCC specimens, which represented a different set of samples from those shown in Figure 1e. They were subjected to quantitative reverse-transcription (RT)-PCR analysis to compare the expression levels of *Hes1* and those of *Delta-like 1* (*Dll1*), *Delta-like 4* (*Dll4*), *Jagged-1* (*Jag1*), and *Jagged-2* (*Jag2*).

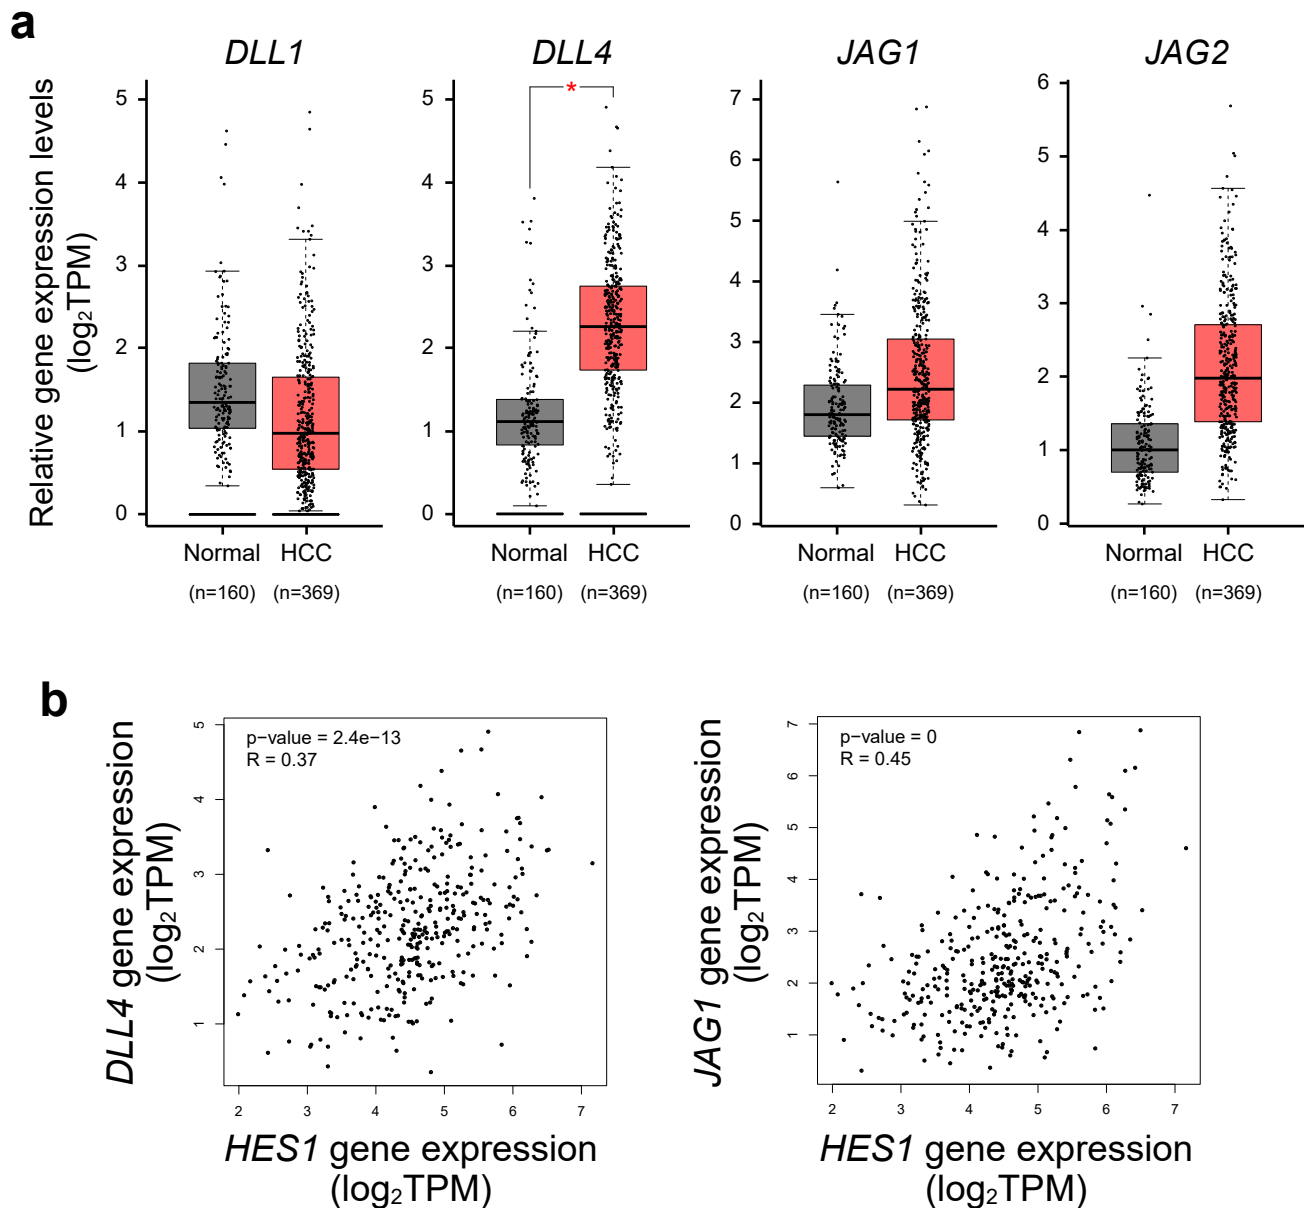

**Supplementary Figure 2. Expression levels of Notch ligands in human HCC tissues.**

(a) According to the Cancer Genome Atlas (TCGA) data, *Delta-like 4* (*DLL4*) is upregulated in human HCC tissues (n = 369) relative to normal liver tissues (n = 160). The data of other Notch ligands are also shown. An asterisk indicates that the difference between the groups is statistically significant ( $P < 0.01$ ).

(b) Significant correlations were observed between the amounts of *HES1* mRNAs and *DLL4* or *Jagged-1* (*JAG1*) mRNA present in the human HCC tissues. These data were obtained from the Gene Expression Profiling Interactive Analysis (GEPIA) database (<http://gepia.cancer-pku.cn/index.html>).

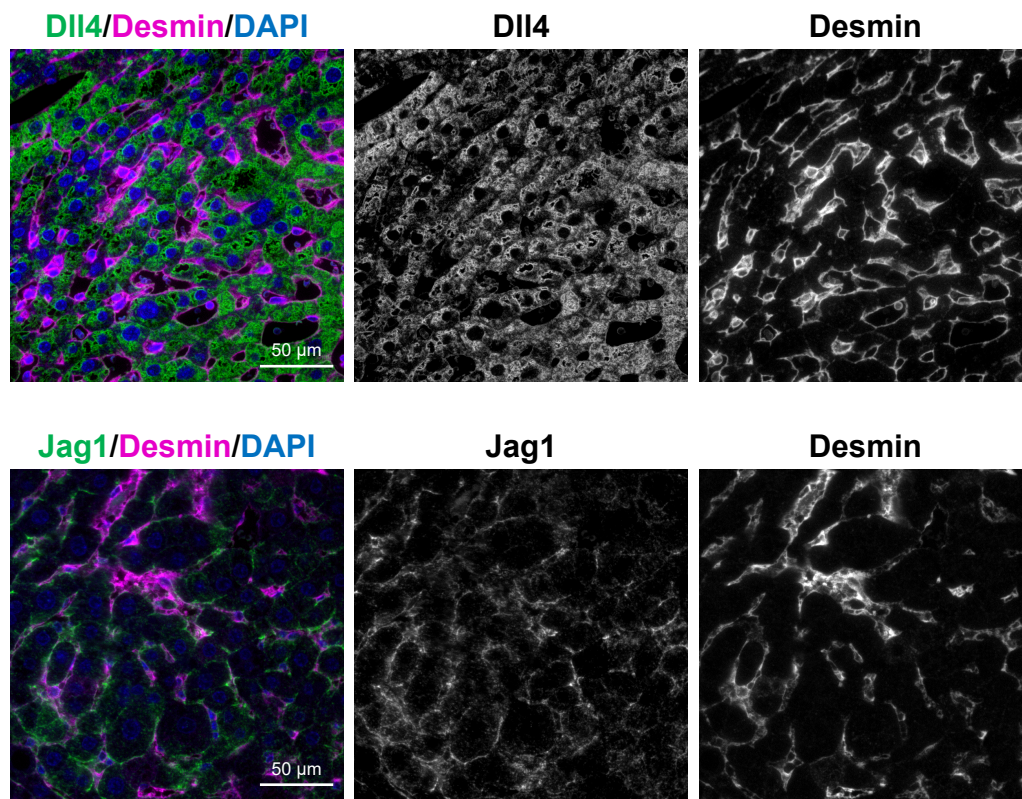

**Supplementary Figure 3. Differential expression of Dll4 and Jag1 in DEN-induced murine HCC.**

Immunofluorescent co-staining of Dll4 or Jag1 (*green*) and desmin (*magenta*) along with nuclear staining with 4',6-diamidino-2-phenylindole (DAPI) (*blue*) was performed on DEN-induced HCC tissues. The *upper* and *lower* panels showed the pictures of the peripheral and intrinsic regions, respectively, within the tumor. *Scale bar*, 50 μm.

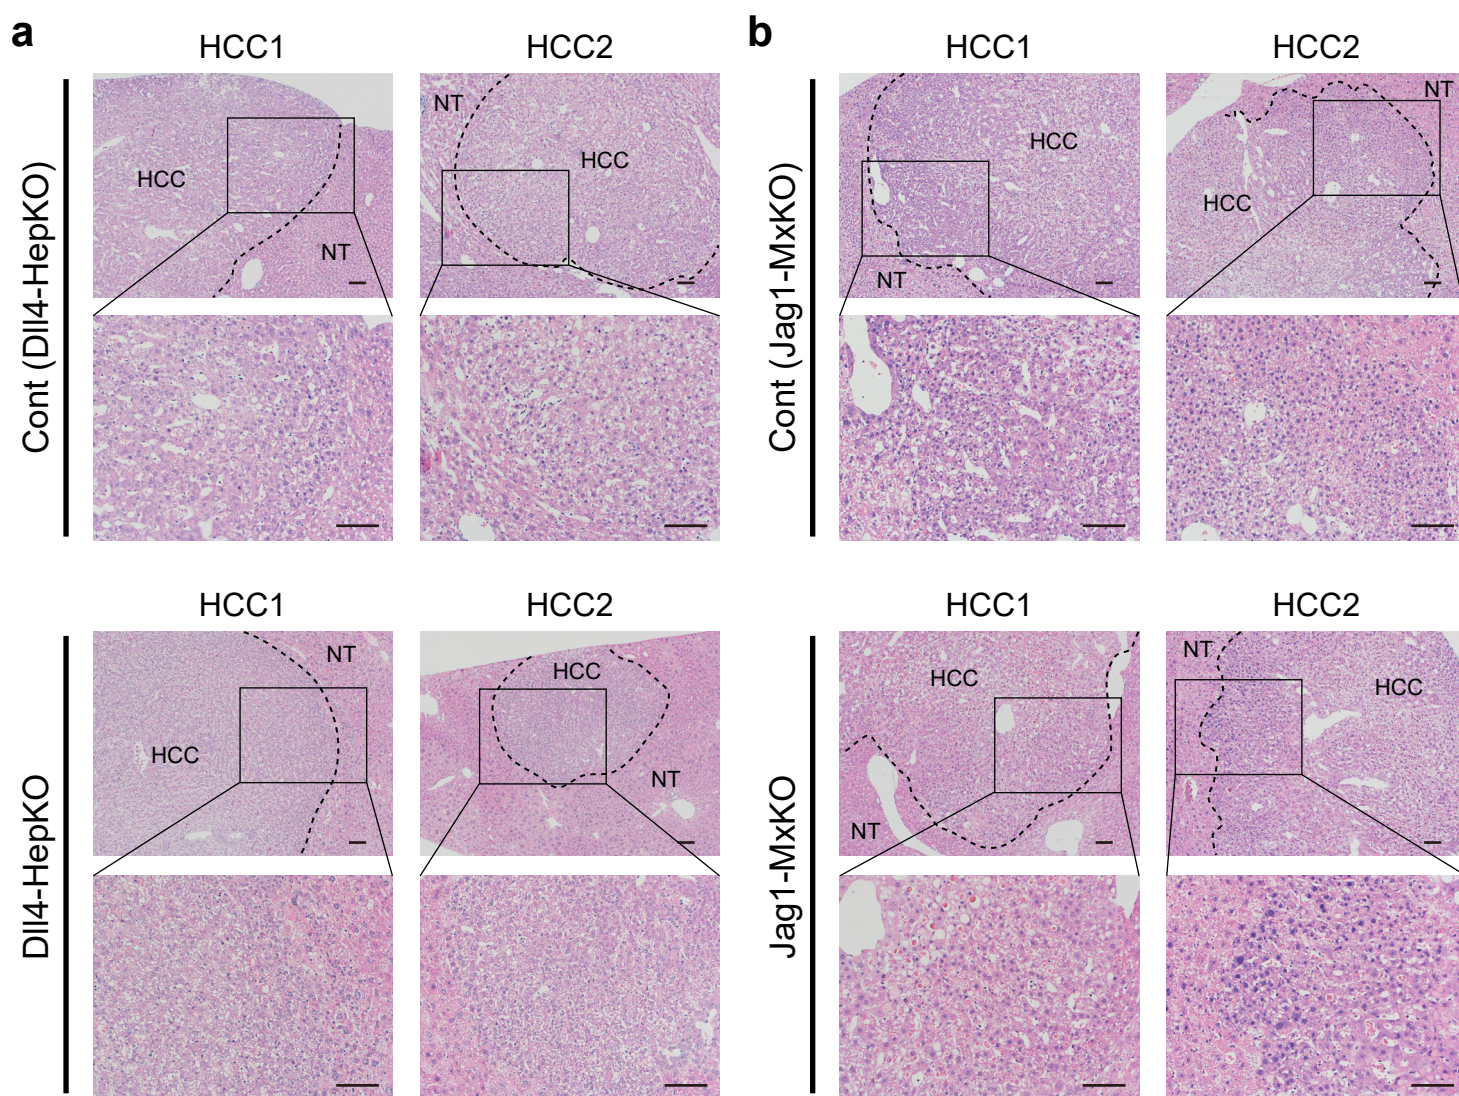

**Supplementary Figure 4. Histological features of HCC tissues developed in Dll4-HepKO and Jag1-MxKO mice.**

Hematoxylin and eosin staining was performed on HCC specimens from Dll4-HepKO (**a**) and Jag1-MxKO (**b**) mice together with their control animals. The border between HCC and non-tumorous tissue is indicated by a *hatched line*. Scale bar, 100  $\mu\text{m}$ .

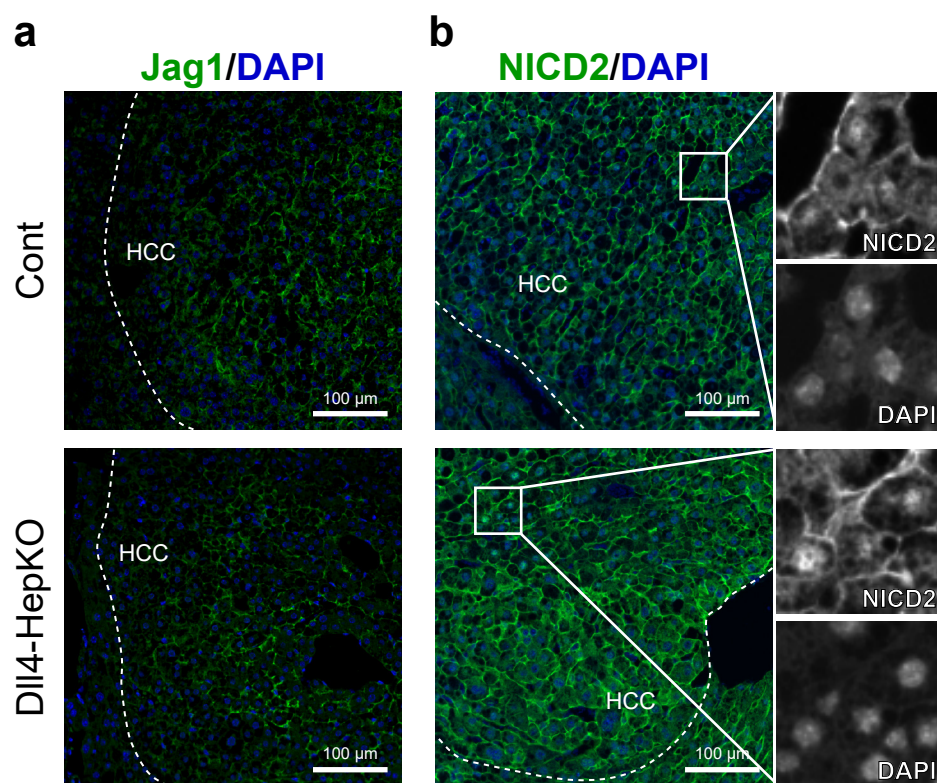

**Supplementary Figure 5. Expression of Jag1 and activation status of Notch2 in cancer cells induced by *Dl14* deletion.**

Immunofluorescent staining of Jag1 (**a**) or NICD2 (**b**) along with nuclear staining with DAPI was performed on DEN-induced HCC tissues in control (*Cont*) and *Dl14*-HepKO mice. The border between HCC and non-tumorous tissue is indicated by a *hatched line*. Scale bar, 100 μm.

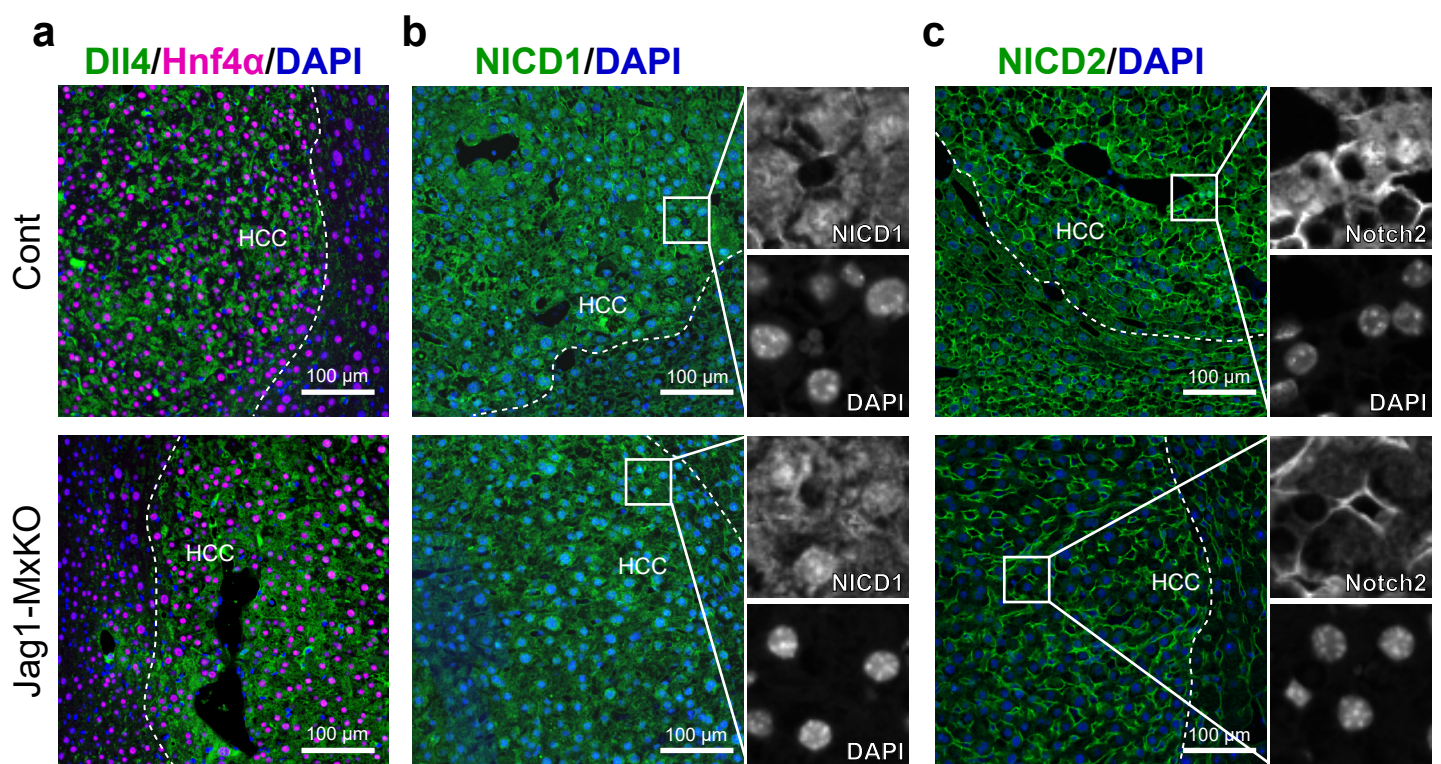

**Supplementary Figure 6. Expression of Dll4 and activation status of Notch1/Notch2 in cancer cells induced by *Jag1* deletion.**

(a) Immunofluorescent co-staining of Dll4 (*green*) and Hnf4α (*magenta*) or (b&c) single staining of NICD1 (b, *green*) or NICD2 (c, *green*) along with nuclear staining with DAPI (*blue*) was performed on DEN-induced HCC tissues in control (*Cont*) and Jag1-MxKO mice. The border between HCC and non-tumorous tissue is indicated by a *hatched line*. Scale bar, 100 μm.

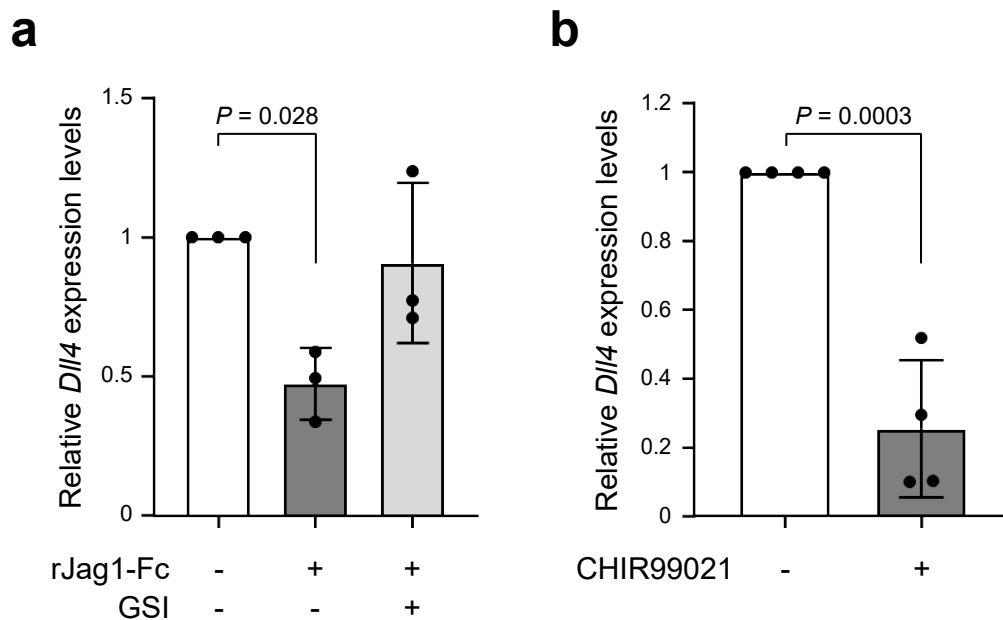

**Supplementary Figure 7. Effects of Notch and Wnt signaling on the expression levels of *Dll4* in the primary cultures of hepatocytes.**

(a) Primary hepatocytes isolated from wild-type mice were cultured on a type I collagen-coated dish with or without further coating with recombinant human Jagged-1 Fc chimera protein (rJag1-Fc). They were treated with dimethyl sulfoxide (DMSO) or 10  $\mu$ M gamma secretase inhibitor IX (GSI), a Notch signal inhibitor, for 24 h. (b) The same hepatocytes were cultured on a collagen-coated dish and treated with DMSO or 10  $\mu$ M CHIR99021, a Wnt signal agonist, for 24 h. Total RNA was isolated from these cells and subjected to quantitative real-time PCR. The values represent the mean  $\pm$  standard deviation (SD) from 3 male mice (a) or 4 male mice (b) and are expressed relative to those in control cells treated with DMSO (set as 1.0).

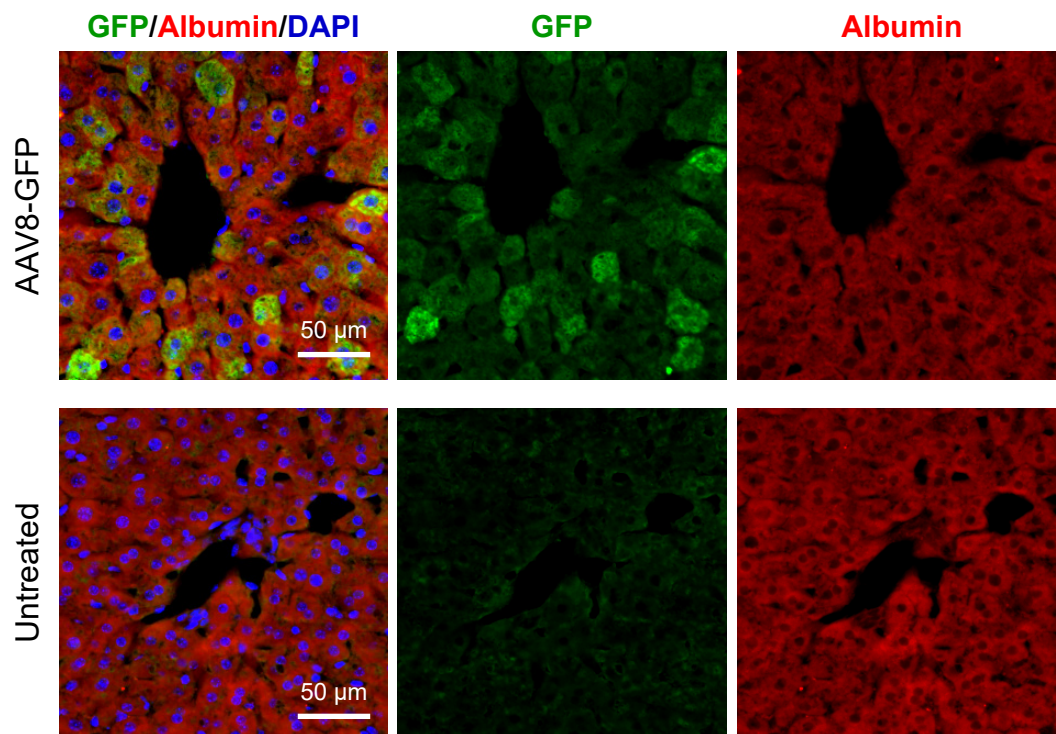

**Supplementary Figure 8. Efficient infection of AAV8 to hepatocytes in the liver.**

Liver specimens were obtained from mice on day 5 after intraperitoneal injection of control adeno-associated virus serotype 8 (AAV8) expressing GFP. They were subjected to immunofluorescent co-staining of GFP (*green*) and albumin (*red*, a hepatocyte marker molecule). Nuclei were stained with DAPI (*blue*). *Scale bar*, 50 μm.

**Supplementary Table 1. Primary antibodies.**

| Target         | Host   | Dilution | Catalog No. | Supplier                                         |
|----------------|--------|----------|-------------|--------------------------------------------------|
| Hes1           | Rabbit | 1/500*   | 11988       | Cell Singling Technologies, Danvers, MA.         |
| Hnf4 $\alpha$  | Goat   | 1/100    | sc-6556     | Santa Cruz Biotechnology, Dallas, TX.            |
| Dll4           | Rabbit | 1/300*   | ab217860    | Abcam, Cambridge, UK.                            |
| Jag1           | Rabbit | 1/200*   | 2620        | Cell Singling Technologies, Danvers, MA.         |
| Notch1 (NICD1) | Rat    | 1/200*   | bTAN 20     | Developmental Studies Hybridoma Bank (DSHB), IA. |
| Notch2 (NICD2) | Rat    | 1/200*   | C651.6DbHN  | Developmental Studies Hybridoma Bank (DSHB), IA. |
| Ki67           | Rat    | 1/100    | 652402      | BioLegend, San Diego, CA.                        |
| GST-p          | Rabbit | 1/300    | 311         | MBL, Tokyo, Japan                                |
| Desmin         | Mouse  | 1/100    | M760        | Dako, Glostrup, Denmark.                         |
| GFP            | Rabbit | 1/100    | ab290       | Abcam, Cambridge, UK.                            |
| Albumin        | Goat   | 1/200    | A90-134A    | Bethyl Laboratories, Montgomery, TX.             |

\*The TSA system (PerkinElmer, Waltham, MA) was used according to the manufacturer's instructions.

**Supplementary Table 2. Secondary antibodies.**

| Conjugate            | Target     | Dilution | Catalog No. | Supplier                           |
|----------------------|------------|----------|-------------|------------------------------------|
| Alexa Fluor 488      | Mouse IgG  | 1/300    | A31619      | Molecular Probes, Eugene, OR.      |
| Alexa Fluor 555      | Goat IgG   | 1/300    | A21432      | Molecular Probes, Eugene, OR.      |
| Alexa Fluor Plus 647 | Mouse IgG  | 1/300    | A32728      | Molecular Probes, Eugene, OR.      |
| Alexa Fluor 647      | Rabbit IgG | 1/300    | A32795      | Molecular Probes, Eugene, OR.      |
| Alexa Fluor 647      | Rat IgG    | 1/300    | A21247      | Molecular Probes, Eugene, OR.      |
| HRP (ImmPress)       | Rabbit IgG | *        | MP-7401     | Vector, Burlingame, CA.            |
| HRP (Simple stain)   | Rat IgG    | *        | 414311      | Nichirei Bioscience, Tokyo, Japan. |

\*Ready to use.

**Supplementary Table 3. Primers used for quantitative RT-PCR.**

| Target      | Forward/Reverse | Sequence                         |
|-------------|-----------------|----------------------------------|
| <i>Hes1</i> | Forward         | (5')- GGCCTCTGAGCACAGAAAGT-(3')  |
|             | Reverse         | (5')-ATGCCGGGAGCTATCTTTCT-(3')   |
| <i>Dll1</i> | Forward         | (5')-TGAGAGAGGAAGGGAGAGGAA-(3')  |
|             | Reverse         | (5')-AGTGCAATGGGAACAACCAG-(3')   |
| <i>Dll4</i> | Forward         | (5')-TATACCTGCACCTGTCTCCCA-(3')  |
|             | Reverse         | (5')-TTACAGCTGCCACCATTTCTG-(3')  |
| <i>Jag1</i> | Forward         | (5')-GGACATTATGCCTGTGACCAG-(3')  |
|             | Reverse         | (5')-GGGATGCTTCCAACCTTCACAC-(3') |
| <i>Jag2</i> | Forward         | (5')-ACGAGGAGGATGAAGAGCTGA-(3')  |
|             | Reverse         | (5')-GGGGTCTTTGGTGAACCTTGTG-(3') |

# Supplementary material for: Two distinct Notch signals, Delta-like 4/Notch1 and Jagged-1/Notch2, antagonistically regulate chemical hepatocarcinogenesis in mice
**Source:** Commun Biol. 2022 Jan 21;5:85. doi: 10.1038/s42003-022-03013-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source data used to create graphs.

# Supplementary material for: Two distinct Notch signals, Delta-like 4/Notch1 and Jagged-1/Notch2, antagonistically regulate chemical hepatocarcinogenesis in mice
**Source:** Commun Biol. 2022 Jan 21;5:85. doi: 10.1038/s42003-022-03013-8
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

BZ-II Analyzer Ver. 2.2 (Keyence)  
StepOne Software v2.3 (Thermo Fisher Scientific)  
Microsoft Excel 2013 Windows (Microsoft)  
Agilent feature extraction software v11.5.1.1 (Agilent)

Data analysis

ImageJ 1.53e (NIH)  
GIMP 2.10.22 (GIMP)  
GraphPad Prism 8 (GraphPad Prism Inc.)  
GeneSpring GX software v14.9 (Agilent)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size of sufficient statistical power were chosen based on previously published studies using similar analysis (Nakano Y, et al. Hepatology 2019; Nakano Y, et al. Hepatol Commun 2017; Nakano Y, et al. Genes Cells 2015) |
| Data exclusions | No individual samples, animals or data were excluded from the analyses.                                                                                                                                                          |
| Replication     | For each series of experiments, attempts at replication were successful. A statement describing experimental replication is included in the Methods section and the legend to each figure.                                       |
| Randomization   | Mice were randomly assigned to each experiment.                                                                                                                                                                                  |
| Blinding        | Researchers were not blinded when analyzing results.                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Hes1 Rabbit 1/500\* 11988 Cell Singling Technologies, Danvers, MA.  
 Hnf4α Goat 1/100 sc-6556 Santa Cruz Biotechnology, Dallas, TX.  
 Dll4 Rabbit 1/300\* ab217860 Abcam, Cambridge, UK.  
 Jag1 Rabbit 1/200\* 2620 Cell Singling Technologies, Danvers, MA.  
 Notch1 Rat 1/200\* bTAN 20 Developmental Studies Hybridoma Bank (DSHB), IA.  
 Notch2 Rat 1/200\* C651.6DbHN Developmental Studies Hybridoma Bank (DSHB), IA.  
 Ki67 Rat 1/100 652402 BioLegend, San Diego, CA.  
 GST-p Rabbit 1/300 311 MBL, Tokyo, Japan  
 Desmin Mouse 1/100 M760 Dako, Glostrup, Denmark.  
 GFP Rabbit 1/100 ab290 Abcam, Cambridge, UK.

Albumin Goat 1/200 A90-134A Bethyl Laboratories, Montgomery, TX.

Validation

All antibodies are commercially available and validation is provided in the data sheets of the manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

AAVpro293T cells were purchased from Takara Bio (Otsu, Japan).

Authentication

The cell line was authenticated by the supplier.

Mycoplasma contamination

The cell line was not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

All animals used in the present study received humane care, and the experiments were approved by the Animal Experimentation Committee of Tokai University.  
DII4-floxed knock-in mice (Hozumi K, et al. J Exp Med 2008)  
Jag1-floxed knock-in mice (Estrach S, et al. Development 2006)  
Mx-Cre transgenic mice (Kuhn R, et al. Science 1995)  
Rosa26-CreER knock-in mice (Badea TC, et al. J Neurosci 2003)

Wild animals

Wild-type C57BL/6J mice were purchased from CLEA Japan (Tokyo, Japan) and used at 8 to 10 weeks of age.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

Animal Experimentation Committee of Tokai University School of Medicine

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

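Gene expression was measured in mouse liver on 11 Agilent 1-colour arrays, 5 days after injection of AAV8 vectors: 3 arrays for GFP, 3 for NICD1, 3 for NICD2 and 2 for NICD1&2. The mice were male and 8 weeks old at injection, and each received 6e+11 viral genomes in total. The other experiments of the paper (tumours, immunostaining, quantitative RT-PCR) have no deposited array values and were left out. The deposited files are the scanned arrays, with a processed signal for each spot, and a table of values normalized in GeneSpring.

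The authors' Feature Extraction software subtracted the background of each spot, removed spatial trends and replaced small values, and it set for each spot whether the signal was well above background. Per the file headers and as deposited, the processed signals are intensities from which the software had subtracted background and spatial trends, and they are not normalized between arrays. The deposited table holds log2 values less the 75th percentile of each array, which was checked against the processed signals. The arrays hold 62976 spots each, more than the format the methods name. Spots of one probe were averaged and 3671 control spots per array were left out. Between 57.0% and 62.0% of the other 59305 spots were well above background and 0 were saturated.

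Values were log2 of the processed signal less the array's 75th percentile. Probes well above background on at least 2 of the 11 arrays were kept, without regard to group, which left 36058 of 56605. One linear model with a mean per group was fitted over all 11 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The comparisons were NICD1, NICD2 and NICD1&2 against GFP, NICD1 against NICD2, NICD1&2 against NICD1 and against NICD2, and the interaction of both vectors. A probe was counted as altered by the study's definition, an unadjusted P under 0.15 and a fold change over 1.8, and as called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change. The paper's text does not name the test behind its P for the arrays; its statistics section names the Chi-squared test, the Mann-Whitney U test and one-way analysis of variance for the whole study. Exact permutation of the arrays was used for single genes. The smallest p it allows is 0.1, both for 3 arrays against 3 and for 2 against 3. Chance separates the groups for 10% of probes with 3 arrays against 3 and for 20% with 2 against 3.

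Each gene was represented by its probe with the highest mean over all arrays. In each comparison the lists of genes were tested with camera, with the correlation between genes estimated from the data: S phase, G2/M phase, cell cycle inhibitors, pro-apoptotic, anti-apoptotic, Notch targets, interferon response, lymphocyte, myeloid, acute phase, red blood cell, exocrine pancreas, circadian clock output, hepatocyte and bile duct genes. The adjustment covered 16 lists in 5 comparisons, 80 tests, and 1 of the 16 is not reported. Camera with a preset correlation of 0.01 and fry were run beside it. The gene sets of the Gene Ontology were not at hand, so the Reactome pathways shipped with fgsea 1.28.0 were used for enrichment, with 15 to 500 genes in the background. The genes to be named were those the study names, the Notch targets, and for each NICD group against GFP the 5 with the highest and the 5 with the lowest change among called probes with a gene name whose arrays all lay on one side of all GFP arrays. Where fewer than 5 passed, the list was filled with probes that met the study's definition and the same separation. Genes of a list could be named where they met that definition, and not every gene that qualified in some comparison is given for it in the text. A fold change against a group in which a probe was well above background on 0 arrays is a lower bound, set on each array against the lowest signal well above background, or against the probe's own signal where that was higher.

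The comparisons, lists, main settings, the rule for naming genes and all alternatives but one were chosen before the data were examined. The alternatives were quantile normalization, the 75th percentile over probes well above background on all 11 arrays, normexp background correction (offset 50, from the median signals of spot and background, since the files hold no mean signal) with quantile normalization, the deposited table, no filter on dim probes, a filter of all 11 arrays, a fit of the compared groups alone, an unmoderated model, one-way analysis of variance over GFP, NICD1 and NICD2, array weights, the replicate number as a block, the slide as a block, leaving out each array, other probes of a gene, P under 0.05 with a fold change over 2, an adjusted p under 0.15 with a fold change over 1.8, distinct gene names, and the other set tests. The alternative chosen after the data were seen was the unmoderated model with no filter.

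Whether the replicate numbers pair the samples was checked on the residuals: over 15 pairs of arrays with the same number the correlations had a median of 0.04 and a range from -0.41 to 0.17. The replicate number was therefore not used as a block in the main model. Pairs on the same slide had a median of 0.05 and pairs on different slides -0.05. The model was tested on simulated data with 3 arrays against 3, in which 200 of 36058 probes were changed. It called 47.8%, 82.1% and 93.9% of probes changed by 1, 2 and 3 on the log2 scale, with 4 false calls, while 690 unchanged probes met the study's definition. With 2 arrays against 3 it called 29.9%, 86.6% and 93.9%, with 6 false calls, and 934 unchanged probes met the definition. A shift of 0.5 planted in the G2/M phase list was estimated as 0.51 and called, and 0 of the 15 other lists were called. The simulated probes were drawn independently of each other, whereas the genes of this list had an estimated correlation of 0.066 in the data. The simulation therefore does not show that a shift of 0.5 would be called in the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with pandas 2.3.3.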

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

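No test of this part was chosen only after the result was seen.

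Krt79 drew attention because its change differed between the NICD groups in a direct test of the difference. Its log2 fold change was -3.26 with NICD1 against NICD2 (standard error 0.19, adjusted p = 0.00111 in limma, from 3.38e-06 to 0.458 over 22 alternatives), with 3 of 3 NICD1 arrays under 3 of 3 NICD2 arrays. It was 3.89 with NICD2 and 0.63 with NICD1 against GFP. The difference ran from -3.35 to -2.05 over the alternatives, the smallest with normexp, so the normalizations tried do not account for it. It lost its adjusted p under 0.05 in the fit of the compared groups alone (0.0649) and in the unmoderated model (0.458). With slide as a block it was -3.33, which argues against the slide as the source. Other splits of the same 6 arrays into 3 and 3 gave at least 1 adjusted call in 2 of 10 splits, the real one included, and 10 splits alone cannot exclude chance. One of those splits, which parts the arrays across both groups, gave 67 calls. Open explanations include a difference in what the vectors deliver, whose level in the liver was not measured by the arrays, and a different response to NICD1 and NICD2, which was not tested apart from the vector. The paper does not report Krt79.

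Wfdc3 is a gene the paper does not discuss whose signal rose in every NICD group above the GFP arrays. The log2 fold change of probe A_52_P416086 against GFP was 3.01 with NICD1, 5.11 with NICD2 and 5.32 with NICD1&2, with adjusted p values of 0.00259, 5.02e-05 and 9.44e-05 in limma. Over 21 alternatives these adjusted p ranged from 0.00120 to 0.520, from 2.73e-06 to 0.208 and from 9.14e-06 to 0.307. The probe was well above background on 2 of 3 GFP arrays and on all arrays of the other groups. A second probe, A_55_P1953336, was well above background on 0 of 3 GFP arrays and at least 11.9-fold higher with NICD1&2. This second probe was also called higher with NICD2 (adjusted p = 0.00244 in limma). With NICD1 every array lay above every GFP array for it, without a call. Between the NICD groups the difference was -2.10 for NICD1 against NICD2 (adjusted p = 0.0543, under 0.05 in 7 of 21 alternatives and from 4.86e-04 to 0.557 over them). It ran from -2.20 to -1.51 over them, the smallest with normexp, and was -2.01 without NICD2 3, the smallest when leaving out 1 array. With slide as a block it was -2.15, which argues against the slide. Signal from another transcript that binds the probe was not tested, as the files hold no probe sequence, and a response to the forced expression of NICD stays open as a hypothesis.

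The NICD1&2 arrays, which the paper uses for its heat map and not for its counts of altered genes, had 33 probes at an adjusted p under 0.05 against GFP in limma, 27 higher and 6 lower, and 5335 at an unadjusted p under 0.05. Single arrays move this count: it was 4 without NICD1&2 2 and 234 without NICD1&2 1, and 16 without GFP 2, 17 without NICD1 2, 19 without GFP 1 and 20 without NICD2 2. All 4 and 25 of the 234 were among the 33. A lone NICD1&2 array is then assumed to vary like the other groups. The fit of the compared groups alone and the unmoderated model gave 0, normexp gave 334 and array weights 15. Kdm4a was at least 1.52-fold lower, Polh at least 1.95-fold lower, Dusp10 at least 2.57-fold lower, Asb2 at least 2.32-fold lower and Zfp872 at least 1.25-fold lower, each well above background on 0 of 2 NICD1&2 arrays, and Tmprss7 was at least 15.2-fold and Pnliprp1 at least 6.88-fold higher. Scgb1a1 was higher by 4.10, Krt79 by 3.48 and Spp1 by 2.23. The groups of 2 and 3 arrays are smaller than the 3 and 3 for which splits were counted.

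Of these 33 probes, 28 changed more with NICD2 than with NICD1 against GFP and 32 changed in the same direction with both. If every gene answered a dose in proportion on the log2 scale, a weaker dose in the NICD1 group would give one ratio of the NICD1 to the NICD2 change for all of them. The fitted ratio was 0.518, and the ratios differed between probes by 7.81 per degree of freedom, where 100 simulations of a single ratio gave a median of 0.948 and at most 1.67. Genes that saturate or respond only above some dose would differ in this ratio too, and the arrays hold no series of doses. The same changes at a lower strength in NICD1 therefore cannot be told apart from a different response to NICD1 and NICD2, and the amount of each vector expressed was not measured.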

How the results depend on the processing

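The unmoderated model with no filter was chosen only after the data were seen, and the other alternatives before. For no change below was the cause tested, except that a stricter definition and distinct gene names lower a count by construction. Fewer probes tested also leave fewer to be counted as altered, but not fewer at an adjusted p under 0.05. Among probes well above background on all 11 arrays that count rose from 19 to 44 with NICD2 and from 33 to 108 with NICD1&2.

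Altered probes are given for NICD1, NICD2 and NICD1&2 against GFP, in this order, beside 801, 714 and 2242. They were 72, 99 and 173 with normexp, 2059, 1798 and 5078 with no filter, 120, 226 and 580 among probes well above background on all 11 arrays, and 396, 461 and 1112 in the unmoderated model. The one-way analysis of variance gave 301 and 405 and has no NICD1&2 value or interaction. Its p asks whether GFP, NICD1 and NICD2 differ at all, and is the same in every comparison of these groups. The unmoderated model with no filter gave 1312 and 1119 for NICD1 and NICD2, and array weights 1419 for NICD1&2. Distinct gene names were 384, 368 and 1120. P under 0.05 with a fold change over 2 gave 214, 295 and 854, and an adjusted p under 0.15 with a fold change over 1.8 gave 5, 63 and 224. With the replicate number as a block they were 765, 715 and 2578. Leaving out 1 array gave 491 (without GFP 1) to 1946 (without GFP 2), 654 (without NICD1 1) to 1469 (without GFP 2), and 1337 (without GFP 1) to 3594 (without GFP 2). The share of higher probes also moved: for NICD1&2 it was 76.9%, and 47.4% under quantile normalization and 51.5% without GFP 1.

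Probes with an adjusted p under 0.05 were 3 with NICD1, and 0 in the fit of the compared groups alone and 1 in the unmoderated model. With NICD2 they were 19, and 71 with normexp (14 of the 19 among them), 9 with no filter, 44 among probes well above background on all 11 arrays (10 of the 19), 5 in the fit of the compared groups alone, 0 in the unmoderated model, 4 in the one-way analysis of variance, 12 with the replicate block, and 10 (without GFP 1, NICD1 3 or NICD2 2) to 17 leaving out 1 array. With NICD1&2 they were 33, and 334 with normexp (24 of the 33), 108 among probes well above background on all 11 arrays (17 of the 33), 0 in the fit of the compared groups alone, 0 in the unmoderated model, 15 with array weights, and 4 (without NICD1&2 2) to 234 (without NICD1&2 1). Between NICD1 and NICD2 there was 1, and 2 each with quantile normalization and array weights. The 75th percentile over probes well above background on all 11 arrays also gave 2, and normexp gave 5. There were 0 in the fit of the compared groups alone, 0 in the unmoderated model, and 1 to 2 leaving out 1 array. Krt79 was among them wherever there were any. The one-way analysis of variance called 4 probes over GFP, NICD1 and NICD2 together, Krt79 included, which does not test NICD1 against NICD2. The interaction had 0, 1 among probes well above background on all 11 arrays, and 0 to 12 (without NICD1&2 1). Where 1 NICD1&2 array is left, it is assumed to vary like the other groups.

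Probes altered by both NICD1 and NICD2, 240, were 30 with normexp, 533 with no filter, 50 among probes well above background on all 11 arrays, 119 in the unmoderated model, 145 in the one-way analysis of variance, 123 as distinct gene names, 70 at P under 0.05 with a fold change over 2, 5 at an adjusted p under 0.15 with a fold change over 1.8, and 180 (without NICD2 3) to 926 (without GFP 2). Over all counts, 66 values of these alternatives stayed within 1.5 times and 57 did not; leaving out 1 array, 71 did and 28 did not.

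Cdk1 kept its direction with NICD1 in all 21 alternatives and fell under the fold change of 1.8 under quantile normalization, at 0.84, with normexp, at 0.20, and in part of the range from 0.79 (without NICD1 3) to 1.06 leaving out 1 array. For Cdk1 in NICD1&2 against NICD1 that range was -1.13 (without NICD1&2 1, where it met the study's definition) to -0.12. Cdk1 has no other probe and gives no value where all 11 arrays must be well above background. Cdkn1a kept its direction with NICD2 and was 0.84 with its other probe. Hes1 with NICD1, -0.03, was 0.21 with array weights and from -0.37 to 0.33 leaving out 1 array. Mki67 with normexp was 0.021 with NICD1 and 0.012 with NICD2, and from -0.13 to 0.086 with NICD1 leaving out 1 array. Dtl in NICD1&2 ran from -1.99 (without NICD1&2 1) to 0.25 (without NICD1&2 2), and the size of the former is not determined, as the probe was not well above background on the 1 array left. Of the values of the other named genes, 906 kept direction and side of the threshold, 105 lost the threshold and 3 changed sign; leaving out 1 array these were 953, 92 and 7.

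List medians that changed sign did so close to 0. Between NICD1 and NICD2, with slide as a block, S phase was -0.021, G2/M phase -0.022 and anti-apoptotic -0.0013; among probes well above background on all 11 arrays G2/M phase was -0.0032 and cell cycle inhibitors 0.0044. With NICD1 the anti-apoptotic median was -0.0072 with slide as a block. The pro-apoptotic median with NICD1, -0.15, passed with the preset correlation of camera alone (adjusted p = 4.67e-04, and from 0.0810 to 0.596 over the others). Leaving out 1 array, the medians between NICD1 and NICD2 ran from -0.016 to 0.081 for S phase, -0.013 to 0.071 for G2/M phase, -0.13 to 0.046 for inhibitors and -0.0035 to 0.031 for anti-apoptotic genes. G2/M phase ran from -0.024 (without GFP 1) to 0.13 with NICD1 and from -0.024 (without GFP 1) to 0.15 with NICD2, inhibitors from -0.10 to 0.0053 with NICD2, and anti-apoptotic genes from -0.00086 to 0.066 with NICD1. The other 128 list values, and 154 leaving out 1 array, kept direction and side of the threshold. Enriched Reactome pathways, 0, were 13 with no filter, all for NICD2. The counts depend on the filter for signal near the background: among probes well above background on all 11 arrays, 580 were altered with NICD1&2 in place of 2242.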

Differences from the paper's values

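The unmoderated model with no filter was chosen only after the values were seen. The other tests of this part were chosen before.

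The paper reports 1704 genes altered with NICD1, and 801 probes were altered here. Of the alternatives chosen before the data were examined, no filter gave 2059, leaving out GFP 2 gave 1946 and leaving out GFP 3 gave 1333, each within 1.5 times the paper's value. Every other such alternative was further from it, from 5 at an adjusted p under 0.15 with a fold change over 1.8 to 1014 without NICD1 1. The unmoderated model with no filter, which was chosen after seeing the values, gave 1312, within 1.5 times.

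The paper reports 1325 genes altered with NICD2, and 714 probes were altered here. Of the alternatives chosen before the data were examined, no filter gave 1798, leaving out GFP 2 gave 1469, leaving out GFP 3 gave 1142 and leaving out NICD2 2 gave 1260, each within 1.5 times the paper's value. Every other such alternative was further from it, from 63 at an adjusted p under 0.15 with a fold change over 1.8 to 863 without NICD2 1. The unmoderated model with no filter, chosen after seeing the values, gave 1119, within 1.5 times.

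The paper's text states that genes that speed up proliferation and pathways against apoptosis were enriched with NICD1, and that genes that suppress proliferation and promote apoptosis were enriched with NICD2. Here the pro-apoptotic list was lower with NICD2, at a median of -0.07, and not called, with 8 of 23 genes higher. The list of cell cycle inhibitors had a median of -0.05 with NICD2, with 7 of 16 genes higher and a mean of 0.19. The S phase, G2/M phase and anti-apoptotic lists were higher with NICD1, at 0.07, 0.08 and 0.05, with adjusted p values of 0.539, 0.732 and 0.668, and 0 Reactome pathways passed for NICD1. The last 3 medians have the paper's direction, but the G2/M phase median was -0.024 without GFP 1, and the anti-apoptotic median was -0.00086 without NICD1 2, -0.00053 without NICD1 3 and -0.0072 with slide as a block. The anti-apoptotic median was also 0.10 with NICD2 (adjusted p = 0.630). With the preset correlation, camera called the pro-apoptotic list lower with NICD1 at an adjusted p of 4.67e-04, where the other alternatives gave adjusted p values from 0.0810 with fry to 0.596 without NICD1&2 1. With every probe kept, 13 Reactome pathways passed for NICD2, none of them named for the cell cycle, mitosis, apoptosis or cyclins. The unnamed list had medians of opposite sign, -0.22 with NICD1 (2 of 15 genes higher) and 0.25 with NICD2 (12 of 15 genes higher). Camera called neither (adjusted p = 0.445 and 0.427), nor did fry (0.281 and 0.128). The preset correlation called both (adjusted p = 0.0132 and 0.00209). Between NICD1 and NICD2, fry called this list (adjusted p = 0.0427) and camera did not (adjusted p = 0.402).

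The paper's text states that Cdk1 was increased by the forced expression of NICD2 in quantitative RT-PCR. On the arrays Cdk1 was -0.33 on the log2 scale with NICD2 against GFP (adjusted p = 0.918), a fold change of 0.797. The paper's own source values for that panel give 0.994 relative to GFP. Fig. 6d shows the rise with NICD2 for Cdkn1, and the paper's Discussion also names Cdkn1 as the gene that NICD2 induced. The paper's own values thus argue against a rise of Cdk1 with NICD2. They point to Cdkn1 as the gene meant, which the paper itself does not state. On the arrays Cdkn1a was higher by 1.19 with NICD2.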

Other observations

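The tests for RNA of exocrine pancreas and for the shift of the median of all probes were chosen only after the result was seen, and the other tests of this part before.

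Other splits of the same 6 arrays gave as many altered probes as the real one: 6 of 10 splits for NICD1 and 5 of 10 for NICD2, the real one included, so chance cannot be excluded for these counts. For probes with an adjusted p under 0.05 the real split was the largest, 1 of 10 for NICD1 and 1 of 10 for NICD2, and the other splits gave 0 against 3 and at most 1 against 19. As 10 splits cannot give a share under 0.1, this count of splits by itself decides nothing about chance. The split of the NICD1 and GFP arrays that follows the slides gave 934 altered probes, against 801, and 603 were altered with slide as a block. The split of the NICD1 and NICD2 arrays that follows the slides gave 797 altered probes, against 456, and 0 at an adjusted p under 0.05, and 424 were altered with slide as a block.

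The probes altered by both NICD1 and NICD2 nearly all changed in the same direction, 98.8%. Among 100 regroupings of the 9 arrays into groups of 3, the real one included, 32 gave an overlap as large, so chance is not excluded. With different GFP arrays for the 2 comparisons, the share in the same direction was 30.6%, 56.1%, 57.1%, 37.4%, 73.1% and 66.9%, on both sides of an even share. The GFP arrays shared by both comparisons thus cannot be told apart from a common response to NICD1 and NICD2, because each such comparison rests on 1 or 2 GFP arrays. With slide as a block the share was 99.0% for 201 probes. The slide cannot be told apart either, since the shared GFP arrays alone fix a high share. A common response, and a response to less GFP vector, were not tested apart.

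NICD1&2 altered more probes than NICD1 or NICD2, 2242 against 801 and 714. A group of only 2 arrays does not account for this alone, as leaving 1 array out of the NICD1 or NICD2 group gave at most 1260. Probes near the background do not account for it, as 580 were altered among probes well above background on all 11 arrays, against 120 and 226, nor does the slide, as 1958 were altered with slide as a block. Without GFP 1 the count was 1337 and without GFP 2 it was 3594. The sets shared 442 probes with the NICD1 set, 437 in the same direction, and 368 with the NICD2 set, 367 in the same direction (98.9% and 99.7%). The same GFP arrays alone give high values here too: in 100 simulations without any effect the medians were 193 and 196 shared probes with normal values, at most 225 and 235, with 96.6% and 96.5% in the same direction, and with shuffled residuals 167 and 145.5, with 99.0% and 97.3%, where 16 and 18 of 100 simulations gave as many shared probes. These overlaps alone therefore do not set a common response apart from the shared GFP arrays. The shift of the median of all probes does not account for it: quantile normalization lowered the shift from 0.12 to 0.01, and 1969 probes were altered, against 697 with NICD1 and 734 with NICD2. The absence of the GFP vector in this group and the larger amount of NICD vectors stay open, and so does a joint effect of NICD1 and NICD2. Its test, the interaction, had 0 probes at an adjusted p under 0.05 in limma and 2536 at an unadjusted p under 0.05, which neither shows nor excludes it. The NICD1&2 arrays also had the lowest 75th percentiles of processed signal, 149.8 and 140.7, against 155.4 to 198.1 on the other arrays. Neither this dimmer signal nor chance was tested as a source of the count.

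Cdk1 was higher in the NICD1 group. More cells in G2 or M phase could raise it, and the other genes of the G2/M phase list would then rise together. Without Cdk1 their median was 0.083, with 26 of 45 genes higher (unadjusted p = 0.611 in camera; the mean of 0.04 had limits from -0.21 to 0.29 across arrays). A shared rise as large as that of Cdk1, 0.91, lies outside these limits. Of these 45 genes, 0 were altered higher and 2 lower. For the genes on the list, these values argue against a shared rise of that size. A smaller shared rise cannot be told apart from Cdk1 alone, since genes that go both ways around a small median do not decide it.

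Pnliprp1 was at least 6.97-fold higher with NICD2 and Reg1 was higher by 2.79 (adjusted p = 0.0613, from 0.0114 to 0.272 over 21 alternatives, and 0.26 with normexp). RNA of exocrine pancreas in the samples would bring its abundant transcripts too. The list without Pnliprp1, of which the arrays detected Cela1, Amy2a5, Ctrb1, Cela2a and Cel, had a median of -0.13 with 2 of 5 genes higher, and limits of the mean from -0.27 to 0.17, which argues against it. An effect of NICD2 on both genes stays open, as untested.

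The Notch targets are reported here because the paper makes no statement on them for these arrays. Their list, with 8 of 10 genes tested (Hes5 and Hey2 were well above background on 0 arrays of every group), had medians of 0.04 with NICD1 (-0.014 with normexp), 0.56 with NICD2 and 0.93 with NICD1&2, or 0.82 relative to all probes, with adjusted p values of 0.466, 0.402 and 0.445 in camera. Against each other, NICD1 and NICD2 differed by -0.17 (adjusted p = 0.402). Spp1 was higher by 1.71 with NICD1 (adjusted p = 0.0988, and 1.10e-04 adjusted over the list alone), 1.81 with NICD2 (0.0276, and 6.78e-05 adjusted over the list alone) and 2.23 with NICD1&2. Nrarp, well above background on 0 of 3 GFP arrays, was at least 1.42-fold, 5.12-fold and 7.78-fold higher. Hes1 was -0.03, 1.64 (adjusted p = 0.421, and 0.0145 adjusted over the list alone) and 1.36, and -1.67 between NICD1 and NICD2 (0.0394 adjusted over the list alone, and 1.00 over all probes). Hey1 was 0.11, 0.29 and 0.71, Sox9 0.23, 0.84 and 1.16, Heyl -0.22, -0.43 and -0.64, Notch3 -0.18, -0.35 and 0.05, and Dtx1 -0.13, 0.02 and -0.72. In the NICD1&2 group, adjusted over the list alone, all but Notch3 had a p under 0.05.

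The remaining lists are given as medians for NICD1, NICD2 and NICD1&2 against GFP and for NICD1 against NICD2, and camera called 0 of them; of all lists 7 had an unadjusted p under 0.05. The interferon response had -0.27, -0.25, -0.16 and -0.0043 (the last 0.02 under quantile normalization), lymphocyte genes -0.17, -0.09, 0.12 (-0.015 with normexp) and -0.05, and myeloid genes -0.29, -0.18, -0.02 and -0.14. Acute phase genes had -0.36, -0.24, -0.01 and -0.13, red blood cell genes -0.19, -0.08, 0.26 and -0.12, exocrine pancreas genes, 6 of 12 detected, -0.19, 0.04, 0.09 (both negative with normexp) and -0.21, and circadian clock output genes 0.01 (-0.0095 with normexp), 0.23, 0.23 (-0.0060 with normexp) and -0.24. Hepatocyte genes, which liver expresses throughout, had -0.15 (6.80e-05 with normexp), 0.0050 (-0.012 under quantile normalization), 0.16 (-0.062 under quantile normalization) and -0.17. Bile duct genes, of which Sox9 and Spp1 are also Notch targets, had 0.43, 0.32, 0.64 and 0.0076 (-0.0017 under quantile normalization). Of the lists reported, fry called the Notch targets with NICD2 and NICD1&2 and bile duct genes with NICD1&2, each with an adjusted p of 0.0291. Of these, the preset correlation did not call the Notch targets with NICD1&2 (adjusted p = 0.122), and the estimated correlation called none. Median and test differed in sign for 7 of 80 results, and median and mean for 7: exocrine pancreas and circadian genes with NICD1, inhibitors with NICD2, pro-apoptotic genes with NICD1&2, G2/M phase and anti-apoptotic genes between NICD1 and NICD2, and exocrine pancreas genes in the interaction.

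Single genes of the lists also met the study's definition. With NICD1 against GFP, Marco was -0.89, Cd79a -0.93, Saa2 -1.53 and Muc1 0.88. With NICD2, Muc1 was 0.85, Ciart 0.87 and Per1 0.86, and Npas2 was at least 1.51-fold lower. With NICD1&2, Ciart was 0.89, Gadd45g 2.56, Itgam -0.98, Oasl1 -0.99 and Rrm2 1.00. With NICD1 against NICD2, Ciart was -0.85 and Lcn2 -1.33. The lowest adjusted p among these was 0.101, for Oasl1. Over the alternatives Gadd45g ran from 1.35 to 3.57 and Muc1 with NICD1 from 0.14 to 1.18.

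The first principal component held 33.4% of the variance and set GFP 1 apart at -110.4, with NICD2 2 at -52.7 and the other arrays from -4.6 to 47.1. The array weight of GFP 1 was 0.671, and those of both NICD1&2 arrays were 0.643. Xist was well above background on 0 of 11 arrays and the Y-linked Ddx3y, Kdm5d, Eif2s3y and Uty on 11, as for male mice. For other genes the paper names, the log2 fold changes against GFP with NICD1, NICD2 and NICD1&2 were 0.22, -0.37 and 0.16 for Notch1, 0.29, 0.21 and -0.0022 for Notch2, 0.14, 0.27 and 0.46 for Notch4, 0.22, -0.11 and -0.07 for Jag1, 0.36, 0.35 and 0.52 for Dll4, 0.03, 0.03 and -0.09 for Dll1, -0.15, -0.07 and 0.15 for Alb, and from -0.17 to 0.44 for Des, Gstp1, Gstp2, Hnf4a, Lfng and Rbpj. Jag2 was well above background on 0 arrays of these groups. None of these had an adjusted p under 0.05 in limma. Whether the probes of Notch1 and Notch2 report the transcripts of the vectors was not tested.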
